# STAT3 Regulates Mouse Neural Progenitor Proliferation and Differentiation by Promoting Mitochondrial Metabolism

**DOI:** 10.3389/fcell.2020.00362

**Published:** 2020-05-19

**Authors:** Yixun Su, Wenjun Zhang, C. Pawan K. Patro, Jing Zhao, Tianhao Mu, Zhongnan Ma, Jianqiang Xu, Kenneth Ban, Chenju Yi, Yi Zhou

**Keywords:** neural progenitor, neurogenesis, proliferation, STAT3, mitochondria, OXPHOS

## Abstract

The proliferation and differentiation of neural progenitor lay the foundation for brain development. In neural progenitors, activation of Signal Transducer and Activator of Transcription 3 (STAT3) has been found to promote proliferation and astrocytogenesis while suppressing neurogenesis. However, our study found that *Stat3* conditional knockout in neural progenitors (*Stat3* cKO) also results in increased proliferation and suppressed neurogenesis. To investigate how STAT3 regulates these processes, we attempted to identify potential STAT3 target genes by RNA-seq profiling of the control (CTL) and *Stat3* cKO neural progenitors. We found that STAT3 promotes the expression of genes involved in the mitochondrial oxidative phosphorylation (OXPHOS), and thereby promotes mitochondrial respiration and negatively regulates reactive oxygen species (ROS) production. In addition, we demonstrated that *Stat3* loss-of-function promotes proliferation via regulation of mitochondrial metabolism and downstream signaling pathways. Our study provides novel insights into the relation between STAT3, mitochondrial metabolism and the process of embryonic neurogenesis.

## Introduction

Neural development is a complex, orchestrated process consists of multiple elements, including the self-renewal and differentiation of neural progenitors. Neural progenitors divide to self-renew and give rise to neurons in the early embryonic stage, and they become gliogenic in the later stages (Bayer and Altman, 1991; Kriegstein and Alvarez-Buylla, 2009). The self-renewal and differentiation of neural progenitors are fine-tuned by transcriptional factors and other pathways (Martynoga et al., 2012). Dysregulation of these processes could lead to severe developmental defects such as microcephaly and lissencephaly (reduced neurogenesis), or megalocephaly and autism spectrum disorder (overproduction of neurons) (Mochida, 2009; Fang et al., 2014).

Signal transducer and activator of transcription 3 (STAT3) plays an important role in neural progenitor self-renewal and differentiation. As a member of the STAT family, STAT3 responds to cytokines and growth factors, and is then phosphorylated at tyrosine 705 residue by gp130/LIFR-associated JAK kinase, translocates into the nucleus and activates transcription of its target genes (Fu et al., 1990, 1992; Schindler et al., 1992; Darnell et al., 1994; Levy and Darnell, 2002). In addition, STAT3 also promotes gene expression in a tyrosine-phosphorylation-independent manner (Yang et al., 2005, 2007).

In embryonic neural progenitors, STAT3 has been found to be sufficient and necessary for astrocytogenesis: activation of STAT3 by IL6 family cytokines promotes the astrocyte marker GFAP expression, which is diminished in the Stat3 conditional knockout (Bonni et al., 1997; Nakashima et al., 1999; Hong and Song, 2014). Mechanistically, activated STAT3 form a complex with SMAD1 and p300 and bind to the GFAP promoter to induce its expression (Nakashima et al., 1999). During the neurogenesis phase, activation of STAT3 also promotes cell proliferation and negatively regulates neurogenesis (Gu et al., 2005; Yoshimatsu et al., 2006; Cao et al., 2010; Chen et al., 2013; Hong and Song, 2015). However, knockout of STAT3 in astrocytes also resulted in a decreased proliferation rate (de la Iglesia et al., 2008).

STAT3 has been shown to be involved in mitochondrial metabolism in the central nervous system, which might play an important role in cell survival and axon outgrowth (Guo et al., 2008; Sarafian et al., 2010; Luo et al., 2016), but the causal mechanism remained unclear. It has also been shown that STAT3 could be translocated into mitochondria, and then promotes respiration by binding to protein complexes such as Complex I, or by regulating mitochondrial transcription (Wegrzyn et al., 2009; Macias et al., 2014; Carbognin et al., 2016; Xu et al., 2016). However, whether mitochondrial STAT3 could regulate mitochondrial metabolism was still controversial (Phillips et al., 2010). Furthermore, our previous report found that STAT3 does not localize in mitochondria, but in the mitochondria associated membranes (Su et al., 2019). Thus, STAT3 might regulate mitochondrial metabolism via other pathways.

In this study, we found that conditional knockout of STAT3 in neural progenitors also leads to increased proliferation and deteriorated neurogenesis. In addition, we found that STAT3 is not necessary for astrocyte differentiation, but instead only required for the expression of GFAP. To investigate the role of STAT3 in neural progenitor, we used RNA-seq analysis to uncover STAT3-dependent genes. We demonstrated that STAT3 promotes expression of genes that involve in the oxidative phosphorylation pathway and thereby promotes mitochondrial respiration. We demonstrated that this regulation is critical for *Stat3*-mediated neurogenesis. Our findings provide novel insights into the link between mitochondrial metabolism and the process of neurogenesis in brain development.

## Materials and Methods

### Animals

The generation of mice with a conditional KO of *Stat3* has been described (Welte et al., 2003; Moh et al., 2007). Exons 18–20, which contain the SH2 domain of STAT3, were flanked by two lox P sites. Nestin-Cre transgenic mice [The Jackson Laboratory mice database: B6.Cg(SJL)-TgN(Nes-cre)1Kln] expressing Cre under the control of a rat Nestin promoter/enhancer were described (Tronche et al., 1999). The Nestin-Cre *Stat3-flox/flox* (*Stat3-f/f*) mutant mice, designated as *Stat3* cKO, were generated by mating Nestin-Cre *Stat3-f/*+ mice with *Stat3-f/f* mice. The genotype was determined by PCR as described (Welte et al., 2003). The genotyping primers sequence is listed in Supplementary Table S1. The sample result of genotyping is shown in Supplementary Figure S1. As the transgenic Nestin-Cre expression has been reported to cause metabolic changes (Harno et al., 2013), here we use Nestin-cre; *Stat3*-flox/+ embryos as control (C; F/+) to account for the possible confounding effects. In addition, the control (C; F/+) mice are born in Mendelian ratios without observable growth defects. All experiments were done in a C57BL6 background. All procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and under the approval of the NUS Institutional Animal Care and Use Committee.

### The Cell Culture of Primary Embryonic Neural Progenitors

The primary neural progenitor culture was achieved according to an established protocol (Pacey et al., 2006) with some adjustment. In brief, pregnant mice were sacrificed by CO_2_ overdose at the designated pregnancy stage. Embryonic brains were dissected and subjected to digestion with Accutase (Thermo Fisher Scientific) to isolate neural progenitors. The cells were then subjected to suspension culture in serum-free medium (SFM) supplemented with EGF and FGF at the density of 2 × 10^5^ cells/ml. Fresh medium was replenished every other day. Cells grown into neurospheres were collected on the 3rd day for RNA/protein sample preparation. For differentiation assay in attachment culture, neurospheres were dissociated and cells were seeded onto poly-D-lysine and laminin (Sigma-Aldrich) coated coverslip at the density of 1 × 10^5^ cells/ml in SFM with EGF/FGF (Sigma-Aldrich) supplement. To differentiate neural progenitors into neurons and glial cells, EGF and FGF were withdrawn on the 1st day after attachment. Half of the SFM was changed every other day, and the cells were collected for immunostaining or RNA/protein sample preparation. The detailed components of SFM and their source can be found in Supplementary Table S2.

### RNA-seq

Neural progenitors isolated at E11 and E14 wild-type or *Stat3* cKO embryos were collected after culture for 3 days and were lysed directly by Trizol (Thermo Fisher Scientific) and total RNA was isolated according to manufacturer’s protocol. cDNA was obtained using the M-MLV Reverse Transcriptase kit from Promega according to the manufacturer’s protocol. RNA-seq experiment was carried out using Illumina Hiseq 2000 Sequencing System. The sequence files obtained were then undergone a quality check by FastQC, then processed and analyzed using the Tuxedo pipeline (Trapnell et al., 2012). Differentially expressed genes were then clustered using Database for Annotation, Visualization and Integrated Discovery (DAVID) analysis (Huang da et al., 2009a, b) for data mining.

### RNA-Extraction and RT-qPCR

Neural progenitors were lysed directly by RNAzol (Sigma-Aldrich) and total RNA was isolated according to the manufacturer’s protocol. Reverse transcription was carried out with the M-MLV Reverse Transcriptase kit from Promega according to the manufacturer’s protocol. qPCR experiment was carried out using SYBR green qPCR kit from KAPA and Applied Biosystems 7500 Real PCR System. qPCR primers used in the experiment can be found in Supplementary Table S3. Samples were assayed in duplicate and normalized to endogenous *Gapdh*.

### Neurosphere Assay

Neural progenitors isolated from embryonic brains were seeded in 24-well plate at 2 × 10^5^ cells/ml in SFM with growth factors. After 5 days, the neurospheres were imaged using an inverted microscope. The neurosphere diameter was measured using ImageJ software.

### CFSE Assay

CFSE assay was carried out using the CellTrace CFSE Cell Proliferation Kit according to the manufacturer’s protocol (Thermo). Briefly, neural progenitors isolated from embryonic brains were stain with 5 μM CFSE for 20 min, washed with SFM once, and cultured for 48 h. Subsequently, cells were digested with trypsin and fixed with 2% paraformaldehyde and subjected to flow cytometry analysis.

### BrdU Incorporation Assay

BrdU was added to the primary neural progenitor cell culture at 10 μg/ml. cells were cultured for another 2 h before collected for staining and flow cytometry analysis.

### Intracellular Indirect Immunostaining for Flow Cytometry Analysis

Cells were collected by trypsinization and fixed with 2% paraformaldehyde at 4°C overnight and washed once with intracellular staining buffer (ICSB, 1% FBS in PBS with 0.01% sodium azide). Cells were then permeabilized by 90% ice-cold methanol and washed once with ICSB. (For staining of BrdU, cells were then treated with DNase for 1 h at 37°C to expose the antigen, and washed once with ICSB.) Subsequently, cells were incubated with primary antibody diluted in ICSB for 1hr at room temperature, washed once, followed by fluorophore-conjugated secondary antibody incubation for 30 min. cells were then stained with DAPI or TO-PRO, washed once and subjected to flow cytometry analysis.

### Chromatin Immunoprecipitation Assay

Wild-type neurospheres were crosslinked with formaldehyde at a final concentration of 1% for 10 min followed by quenching with Glycine. Chromatin extracts were fragmented by sonication and precleared with protein G Dynabeads, and subsequently precipitated with anti-STAT3 antibody (Santa Cruz, C20) or normal rabbit IgG (Santa Cruz) overnight at 4°C. After washing and elution, crosslink reversal was done by incubating at 65°C for 8 h. The eluted DNA was purified and analyzed by qPCR with primers specific to the predicted STAT3 binding site. qPCR experiment was carried out using SYBR green qPCR kit from KAPA and Applied Biosystems 7500 Real PCR System. Primer sequences for Chip-qPCR could be found in Supplementary Table S4. Samples were assayed in duplicate.

### Dual-Luciferase Reporter Assay

Promoters of genes of interest were cloned into pGL4.17 vector (Promega) and transfected into Neuro2A cells along with the pRL-TK vector (Promega). Sixteen hours after transfection, cells were treated with DMSO or STAT3 inhibitor STATTIC at 2 μg/ml. After 48 h, cells were lysed with Passive lysis buffer (Promega) and subjected to luciferase assay in a 96-well format in plate readers according to the manufacturer’s protocol. Primer sequences for the generation of reporter vector could be found in Supplementary Table S5.

### Complex I Activity Assay

Complex I activity was measured using the Complex I activity kit from Cayman Chemistry, according to the manufacturer’s protocol. In brief, neurospheres cultured for 4 days were homogenized in Mitochondrial Homogenization Buffer (Cayman) and were mixed with Complex I Activity Assay Buffer, NaN_3_, FF-BSA reagent and loaded into the test 96-well plate. A mix containing NADH and Ubiquinone was added into each well. The plate was immediately placed in a plate reader to measure absorbance at the wavelength of 340 nm every 30 s for 15 min at 25°C. The decrease rate of absorbance, which reflects the decrease in NADH concentration, was determined to be the activity of Complex I. After the experiment, cells from different groups were lysed to analysis the protein level.

### Mitochondrial Membrane Potential and ROS Measurement

Neurospheres cultured for 4 days were dissociated into single cells with Accutase (Thermo Fisher Scientific) and was resuspended in SFM containing 5 μM Mitotracker CMXRed (Thermo Fisher Scientific), or 5 μM Mitosox Red (Thermo Fisher Scientific) or 5 μM CM-DCFDA (Thermo Fisher Scientific), respectively, and incubated in 37°C CO_2_ incubator for 30 min. Cells were then stained with 1 μg/ml Topro-3 as a live-dead indicator, followed by flow cytometry analysis. For microscopic imaging, neural progenitors cultured on poly-D-lysine and laminin coated coverslips were stained with Mitosox Red or DCFDA for 30 min, washed once with PBS, fixed with 4% PFA and mounted with Prolong Gold DAPI mounting media before subjecting to imaging.

### Seahorse OCR/ECAR Assay

Neurospheres cultured for 4 days were dissociated into single cells and seeded into the Seahorse 24-well test plate coated with the cell-tak reagent at the density of 1 × 10^5^ cells/well. Cells were then centrifuged at 200 *g* for 1min to achieve cell attachment. After equilibrated at 37°C incubator (no CO_2_) for 1 h, oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of cells were analyzed using Seahorse XFe24 machine. The assay medium was SFM supplemented with sodium pyruvate. For Mito-stress assay, OCR and ECAR of cells were measured three times at basal state and after addition of 1 μM oligomycin, 2 μM of FCCP, and a mix of 1 μM Rotenone and 1uM Antimycin A, respectively. After the experiment, cells from different groups were lysed and subjected to western blot experiment to confirm the same seeding density between groups. For glycolysis assay, the ECAR of cells were measured 3 times at basal level and after the addition of 20 mM of Glucose, 1 μM oligomycin, and 50 mM 2DG, respectively.

### ADP/ATP Ratio Assay

ADP/ATP ratio assay was conducted using the ADP/ATP ratio assay kit from Sigma Aldrich (MAK135) according to the manufacturer’s protocol. Briefly, ∼10^4^ cells were seeded in each well of the 96-well plate. After culture for 1 day, the medium was removed and the ATP reagent containing substrate, co-substrate, and ATP enzymes was added to the plate, and luciferase activity was measured (RLU_A_) after 1 min incubation. The luciferase activity was measured again (RLU_B_) after another 10 min incubation to get the basal luminesce before adding the ADP enzymes. Therefore, the ADP enzymes were added to the plate, and the luciferase activity was measured (RLU_C_) after 1min incubation. The ADP/ATP ratio were determined as (RLU_C_-RLU_B_)/RLU_A_.

### Mitochondrial DNA Copy Number Measurement

Neurospheres cultured for 4 days were lysed with RIPA buffer. The lysate was then subjected to qPCR experiment using primer pairs targeted to mitochondrial DNA or genomic DNA. The experiment was carried out with SYBR Green qPCR kit from KAPA and Applied Biosystems 7500 Real PCR System. The mitochondrial DNA copy number was normalized to the genomic DNA copy number. Samples were assayed in duplicate.

### Western Blot

Cells were lysed with RIPA buffer (50 mM Tris-HCl pH7.4, 150 mM NaCl, 1% NP-40, 0.25% Na-deoxycholate and 1 mM EDTA), centrifuged at 20000 g for 10 min and supernatant were collected. Protein concentrations were measured and 20 μg of total protein were loaded into each well in SDS-PAGE. Samples were then transferred to PVDF membrane(Thermo) and immunoblotted with anti-NDUFS3 (Invitrogen), anti-NDUFA13(Invitrogen), anti-SDHA(CST), anti-beta-actin (Santa Cruz), anti-GAPDH (Sigma), anti-STAT3 (CST), anti-pAMPK (CST), AMPK (CST), anti-pS-AKT(CST), anti-AKT(CST), anti-CASP3(CST) anti-p-p38(CST), anti-p38(CST), anti-mTOR(CST), anti-pS-STAT3(CST), anti-pY-STAT3(CST), anti-LC3(CST), anti-GFAP(SCBT), anti-ALDH1L1(Abcam) followed by HRP-conjugated secondary antibody (Thermo) incubation and the SuperSignal West Femto Maximum Sensitivity Substrate (Thermo) was used to detect signal.

### Immunofluorescence

Tissues were isolated and fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4°C. Fixed tissues were dehydrated by incubation in a series ethanol gradient and Xylene, then embedded in paraffin wax for sectioning at the thickness of 5 μm. Slices obtained were rehydrated and boiled in Sodium Citrate solution at 120°C for 20 min for antigen retrieval. Slices were washed in PBS once before the blocking step. Cells cultured on the coverslip were fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4°C. Subsequently, coverslips were washed in PBS three times before blocking.

The brain slices or coverslips were incubated for 1 h in blocking solution containing 5% bovine serum albumin (BSA, Sigma) and 0.1% Triton X-100 (Sigma) in PBS. They were then incubated with primary antibody overnight at 4°C, followed by washing three times in PBS before incubation with fluorophore-conjugated secondary antibodies. After secondary antibody incubation, they were stained with DAPI, washed three times and mounted with Prolong Gold Mounting Medium (Thermo) for imaging. Images were captured using a Zeiss Axio Imager M2 fluorescence microscope. Image analysis was done using ImageJ. The mitochondria morphology was analyzed by ImageJ plugin MiNA (Valente et al., 2017).

### Transfection

Overexpression or knockdown of STAT3 and the OXPHOS genes in cell lines were done by transfection using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s protocol. Briefly, 2.0 μg of plasmid DNA were used for each well of a 6-well plate. DNA was mixed with 7.5 μl of P3000 reagent and 5 μl Lipofectamine3000 in OptiMEM (Thermo Fisher Scientific), incubated for 5 min and added to the cells. The backbone of the overexpression vectors was pMX vector from Addgene, while the shRNA vectors were constructed from pLVX-shRNA2 (Clonetech). The shRNA sequences were obtained from Sigma Aldrich database. The primers for shRNA vectors generation were listed in Supplementary Table S6.

### Lentivirus Preparation and Neural Progenitor Infection

The lentivirus was produced using the 3rd generation system. The virus envelope plasmid and the packaging plasmids, as well as the pLVX-shRNA2 plasmids, were transfected into 293T cell lines. Six hours after transfection, media were changed to the fresh ones. The lentivirus containing media were collected after 24 h and then subjected to ultracentrifugation at 100,000 *g* for 1 h to concentrate the lentivirus particle. The lentivirus particles were then resuspended in SFM and stored at 4°C before used. To infect the neural progenitors, the primary neural progenitors were dissociated from neurospheres via multiple pipetting. Cells were then seeded in the lentivirus-containing SFM at 2 × 10^5^ cells/ml.

### Drug Treatment

For the STA-21 treatment of neural progenitors, STA-21 was added to cell culture at 2 μg/ml. After 48 h, neural progenitors were collected for RNA extraction or subjected to cell differentiation.

For the investigation of the effect of ROS on proliferation, neural progenitors were treated with 10 μM H_2_O_2_, or 20 mM NAC or DMSO control. To investigate the effect of AMPK and autophagy pathway, neural progenitors were treated with 4 mM 2-deoxyglucose (2DG), 1 μM Metformin, 2 mM 3 mA, or 2.5 μM Compound C.

### Statistics

Statistical significance was determined by Student’s *t*-test or Mann–Whitney test using GraphPad Prism 6.01. The *p*-value < 0.05 was considered significant. Unless otherwise specified, data were presented as mean and the standard deviation (mean ± SD).

## Results

### Stat3 Deletion in Neural Progenitors Resulted in Faster Proliferation and Reduced Neurogenesis

In this study, we investigated the function of STAT3 in neural progenitors using the Nestin-cre; Stat3-flox mice, which achieves *Stat3* conditional KO in neural progenitors by E14 (Tronche et al., 1999; Moh et al., 2007) (Supplementary Figure S1). To determine the effect of STAT3 on neural progenitor proliferation, we carried out the primary neurosphere growth assay on neural progenitors isolated from E15.5 embryos. Intriguingly, we found that deletion of *Stat3* in neural progenitor cells leads to an increase of neurosphere size compared to the control (CTL), indicating a faster cell growth (Figure 1A). In addition, the CFSE proliferation assay further confirmed an accelerated mitosis pace in *Stat3* cKO neural progenitors (Figure 1B) compare to control neural progenitors, suggesting a potential role of STAT3 as a negative regulator of neural progenitor proliferation. Consistently, we found that the developing cortex of *Stat3* cKO contains higher numbers of Sox2+ and Ki-67+ cells compared to the CTL, indicating that *Stat3* deletion promotes self-renewal and proliferation *in vivo* (Figures 1F,I,J).

**FIGURE 1:**
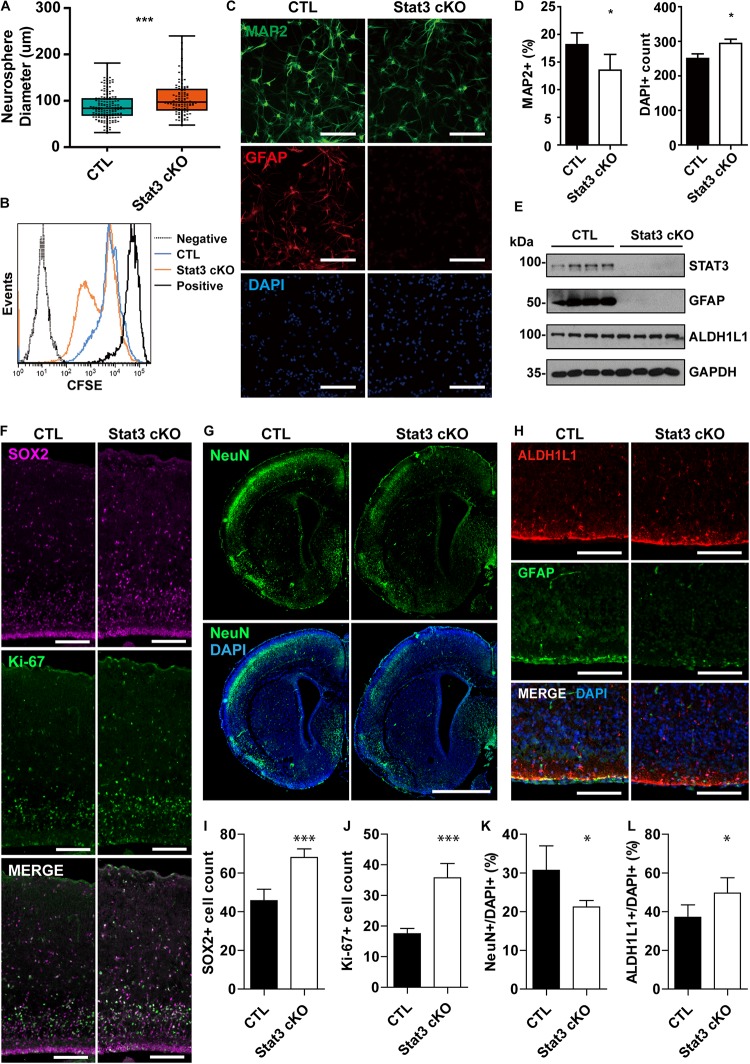
*Stat3* cKO in neural progenitors leads to increased proliferation rate and decreased neuronal differentiation. **(A)** Neurosphere assay showed that Stat3 cKO neural progenitor has a higher proliferation rate. Box plot represents the median, maximum and minimum value as well as the interquartile range. Mann–Whitney test was used to determine the statistical significance. **(B)** CFSE showed that Stat3 cKO cells divided faster than control cells (C; F/ +). **(C,D)** Immunofluorescence staining of MAP2 and GFAP in differentiated control and *Stat3* cKO neural progenitors. Statistical significance was determined using the student t-test. Error bars represent mean ± standard deviations. **(E)** Western blot of differentiated neural progenitor samples showed that *Stat3* cKO led to the loss of GFAP expression, but the ALDH1L1 expression was not altered. **(F)** Immunostaining of radial glia marker SOX2 and proliferation marker Ki67 in E17 mouse brain. Scale Bar: 100 μm. **(G)** Immunostaining of NeuN in P1 mouse brain. Scale bar: 250 μm. **(H)** Immunostaining of GFAP and ALDH1L1, both astrocyte markers, in the P1 mouse brain. Scale bar: 20 μm. **(I–L)** Cell counts and percentages obtained from **(F–H)**. The cell numbers were quantified from five images, respectively. Error bars represent mean ± standard deviations. ^∗∗∗^*p* < 0.001, ^∗^*p* < 0.05.

To examine how *Stat3* deletion affects the differentiation potential of neural progenitors, we quantified the MAP2^+^ neurons and the GFAP^+^ astrocytes in the differentiated CTL and *Stat3* cKO neural progenitors. We found that conditional deletion of Stat3 resulted in fewer MAP2^+^ neuron generation and abolished astrocyte differentiation associated GFAP expression (Figures 1C,D). Immunostaining experiment of postnatal day 1 brain slices also demonstrated that *Stat3* cKO leads to decreased neuronal differentiation, as was shown by the decreased NeuN+ cell percentage (Figures 1G,K).

To examine if astrogenesis is indeed inhibited in *Stat3* cKO, we analyzed the expression of the pan-astrocyte marker ALDH1L1, along with GFAP, in differentiated neural progenitors. Interestingly, ALDH1L1 expression was not affected by *Stat3* cKO, while that of GFAP was abolished (Figure 1E). Similarly, we found that *Stat3* cKO generated a higher percentage of ALDH1L1+ cells compared to the CTL (Figures 1H,L). This suggested that STAT3 is not necessary for astrogenesis but negatively regulates it instead.

### Expression Profile Analysis of Stat3 cKO in Neural Progenitor Cells

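RNA sequencing was carried out on neural progenitors of 4 groups with 1 library in each. The progenitors were isolated from embryos at embryonic day 11 (E11) or 14 (E14), either control (CTL) or with a conditional deletion of *Stat3* by Nestin-Cre (*Stat3* cKO), and were lysed after 3 days in culture. The sample labels call the control genotype WT, and CTL is used here. The paper's RNA-seq methods also say wild-type, whereas its animal methods give Nestin-Cre embryos heterozygous for floxed *Stat3* as the control. That choice was made because Nestin-Cre has been reported to alter metabolism. The 2 were taken as the same group here. If the CTL embryos lacked Cre, each genotype ratio would also be a difference in Cre. No group had a replicate, so no difference between groups can be set against a spread between replicates, and no p-value is given. For each library the authors deposited 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for each of 21091 entries. Of these entries, 140 join the symbols of several genes. None lies on the mitochondrial chromosome, so mitochondrially encoded genes were not analysed here. FPKM values carry no read counts, and the number of fragments behind each library is unknown. The smallest values that single fragments leave in each library gave a relative depth of 1.09 for E11 CTL, 0.841 for E11 *Stat3* cKO and 0.920 for E14 CTL, with E14 *Stat3* cKO set to 1. The FPKM values summed to 948738 in E11 CTL, 806587 in E11 *Stat3* cKO, 1394045 in E14 CTL and 1461770 in E14 *Stat3* cKO. The 10 highest entries took from 35.97% of this sum in E11 *Stat3* cKO to 49.9% in E14 *Stat3* cKO. A value of 0 was listed for 330 entries in E11 CTL, 1039 in E11 *Stat3* cKO, 1589 in E14 CTL and 925 in E14 *Stat3* cKO. *Rn45s* was at 0 in E11 CTL and at 7780 FPKM in E11 *Stat3* cKO, so a 0 can stand for a value that was not estimated.
The targeted gene was read first. *Stat3*, listed on chromosome 11 from 100748123 to 100800825, had 7.41 FPKM in E11 CTL, 6.74 in E11 *Stat3* cKO, 27.6 in E14 CTL and 9.55 in E14 *Stat3* cKO. It was thus 0.346 times CTL at E14 and 0.911 times CTL at E11. The paper gives E14 as the stage by which Nestin-Cre deletes *Stat3* in progenitors, and only some of its exons are flanked by lox sites. A value for the whole gene therefore need not show how far deletion had gone. At E11 the genotypes may differ less in *Stat3* than their labels say. The Y-linked gene *Ddx3y* had 25.1 FPKM in E14 *Stat3* cKO, 0.0569 in E14 CTL and 0 in both E11 libraries, so Y-linked transcripts separate the E14 libraries in the same way as genotype. The genome build is not stated with the values, and only 4.40% of 19404 symbols start within 1000 bases of their GRCm38 position. Coordinates are therefore given as listed. Ratios are plain ratios of the deposited FPKM values over the 12449 genes with a mean of at least 1 FPKM over the 4 libraries, without a pseudocount. A gene list was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size, drawn from the same of 20 bins of mean expression. The percentile describes these libraries and is not a test between genotypes. Over all genes with a ratio, the median log2 ratio of *Stat3* cKO to CTL was -0.079 at E14 and 0.059 at E11. That of E14 to E11 was 0.21 in CTL and 0.058 in *Stat3* cKO. Among genes with a mean of at least 100 FPKM, these medians were -0.17, 0.11, 0.67 and 0.39 in the same order.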

To gain insight into the downstream pathway of STAT3 in neural progenitors, we performed RNA-Seq analysis on the CTL and *Stat3* cKO neural progenitors isolated from E11 or E14 embryos. For the expression analysis, the RNA-seq data were processed using the Tophat-Cufflinks workflow (Trapnell et al., 2012), then clustered according to their expression level differential in the CTL and *Stat3* cKO populations at the E11 and E14 stages. 

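Across the 12449 genes, Spearman's correlation between CTL and *Stat3* cKO was 0.982 at E11 and 0.976 at E14. Between libraries of different stages it lay from 0.8498 to 0.858. These correlations are across genes, which are not independent replicates. Average-linkage clustering on 1 minus Pearson's r of log2(FPKM + 1) joined the E11 libraries at a height of 0.0247, the E14 libraries at 0.0261 and the stages at 0.132. At E14, 240 genes were at least 2-fold higher and 218 at least 2-fold lower in *Stat3* cKO than in CTL. At E11, 29 genes were higher and 149 lower by the same margin. From E11 to E14, 1828 genes rose and 1558 fell at least 2-fold in CTL, whereas 1272 rose and 1459 fell in *Stat3* cKO. With the median log2 ratio of all genes set to 0, 1218 rose and 1911 fell in CTL, and 1163 and 1542 in *Stat3* cKO. With upper-quartile scaling of the libraries, 904 rose and 2247 fell in CTL, and 1016 and 1712 in *Stat3* cKO. Rises thus outnumbered falls in CTL only as deposited. Among genes with a mean of at least 5 FPKM, 11 were at least 1.5-fold higher in *Stat3* cKO at both stages and 32 were at least 1.5-fold lower, while 51 changed by that margin in opposite directions at the 2 stages. The largest rises among them at E14 were those of *Sesn3*, from 13.4 to 32.1 FPKM, and *Hes5*, from 124 to 294. They were followed by the joined entry *Mir1843*,*Scarna3b*, from 259 to 594, *S100a6*, from 8.07 to 16.9, and *Snora3*, from 92.1 to 182. The largest falls were those of *Spp1*, from 13.6 to 1.99 FPKM, *Igfbp3*, from 82.1 to 21.8, and *Anxa3*, from 89.0 to 24.0. *Ifitm3* fell from 13.1 to 3.77 FPKM and *Hopx* from 38.3 to 11.7.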

To filter for potential direct target genes of STAT3, the genes that were differentially expressed were cross-referenced with the DECODE database to identify those with the potential STAT3 binding sites (Figures 2A,B). 

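On the ratio alone, 891 genes were at least 2-fold higher at E14 than at E11 in CTL and not in *Stat3* cKO. In both genotypes 937 genes rose at least 2-fold, and in *Stat3* cKO alone 335 did. The paper's test of differential expression and its database of binding sites were not used here, so these classes rest on fewer criteria than the paper's. For CTL alone, a threshold of 3 gave 224 genes and a threshold of 1.5 gave 1595, and upper-quartile scaling of the libraries gave 302. A minimum on mean expression mattered most for *Stat3* cKO alone, where 1782 genes were counted with no filter. A gene at 0 at E11 and above 0 at E14 counted as a rise in these classes. Of all entries, 1039 were at 0 in E11 *Stat3* cKO and 330 in E11 CTL, so the unfiltered count may partly reflect values of 0.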

Genes that were uniquely upregulated in control cells from E11 to E14 compare to that of *Stat3* cKO cells are potentially STAT3 target genes, which were further analyzed using the gene-set enrichment tool, DAVID, for gene annotation and pathway enrichment analysis (Huang da et al., 2009a, b) (Figure 2C).

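In the 891 genes that passed 2-fold in CTL alone, the median log2 ratio of E14 to E11 was 1.21 in CTL and 0.64 in *Stat3* cKO. In *Stat3* cKO, 500 of these genes (56.1%) also rose at least 1.5-fold. Between genotypes, their median log2 ratio of *Stat3* cKO to CTL was -0.40 at E14 and 0.23 at E11. The selection takes genes with a larger rise in CTL than in *Stat3* cKO, so in each of them the genotype ratio is lower at E14 than at E11 by construction. At E14, 267 of them (30.0%) were at least 1.5-fold lower in *Stat3* cKO, and at E11, 91 were at least 1.5-fold higher. The 937 genes that rose in both genotypes had median log2 ratios of 1.68 in CTL and 1.698 in *Stat3* cKO, and differed between genotypes at E14 by a median of -0.060. In the 335 genes that rose in *Stat3* cKO alone, the medians were 0.66 in CTL and 1.24 in *Stat3* cKO. In this class, selected the other way round, the genotype medians were 0.35 at E14 and -0.23 at E11.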

**FIGURE 2:**
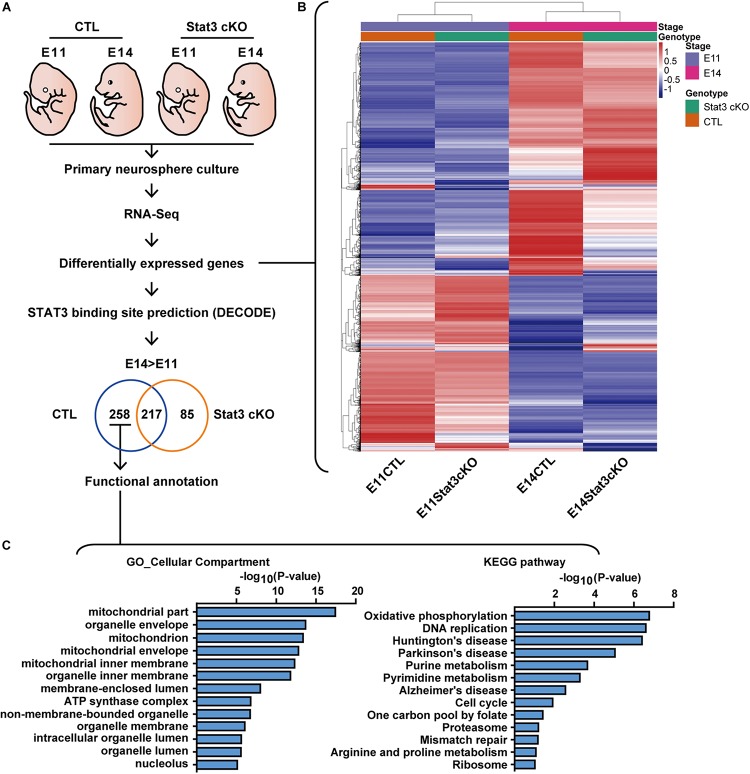
RNA-seq revealed that STAT3 promotes the expression of genes involved in mitochondrial metabolism. **(A)** Experiment scheme of RNA-seq experiment. **(B)** Heatmap of the differentially expressed gene between four experiment groups. **(C)** Functional annotation of genes upregulated between E11 and E14 in CTL compared to *Stat3* cKO.

Functional annotation of the potential STAT3 target genes by cellular compartment (GO_CC) localized a significant set of enriched genes to the mitochondria. 

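Gene lists for mitochondrial parts were written by symbol in place of the annotation. Of 77 nuclear-encoded subunits of the oxidative phosphorylation (OXPHOS) complexes, 30 rose at least 2-fold in CTL alone, against a mean of 11.5 in matched random lists, and 17 rose in both genotypes. Of 76 mitochondrial ribosomal protein genes, 33 rose in CTL alone, against a random mean of 8.01. Of 26 mitochondrial import and chaperone genes, 13 did, against 3.38. Each of these 3 counts lay at percentile 100 of its random lists. With upper-quartile scaling, the OXPHOS count was 7, at percentile 91.8, which is within the limits, whereas with the median of all genes set to 0 it was 19, at percentile 100. With a threshold of 3, the OXPHOS and mitochondrial ribosomal protein counts lay at percentiles 83.75 and 83.4, also within the limits, as did the import and chaperone count of 8 with a threshold of 1.5 (percentile 85.95). The mitochondrial ribosomal protein genes had a median log2 ratio of E14 to E11 of 0.94 in CTL and 0.52 in *Stat3* cKO, and the import and chaperone genes of 1.07 and 0.54. At E14, the median log2 ratio of *Stat3* cKO to CTL was -0.28 for the ribosomal protein genes (percentile 0.020, lower in 73 of 76) and -0.46 for the import and chaperone genes (percentile 0, lower in 24 of 26). At E11 these medians were 0.11 and 0.084, within the middle 95% of random lists.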

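The lists for metabolic and proliferation pathways were set side by side. The nuclear OXPHOS subunits rose from E11 to E14 by a median log2 ratio of 1.07 in CTL and 0.85 in *Stat3* cKO, with 76 and 77 of 77 genes higher at E14. Their log2 ratio of *Stat3* cKO to CTL, below called the genotype ratio, had a median of -0.12 at E14 and was below 0 in 60 of 77 genes (33 with upper-quartile scaling). Genes of similar expression had a mean random-list median of -0.17, which put the OXPHOS subunits at percentile 96.8. With random lists matched on E14 CTL expression, the percentile was 99.4. With upper-quartile scaling, the median was 0.036. Of the 30 OXPHOS subunits that passed 2-fold in CTL alone, 29 also rose at least 1.5-fold in *Stat3* cKO, with a median ratio of 1.81. With the threshold set at 1.5, the number that rose in CTL alone was 5 of 77, at percentile 0.
The 35 DNA replication genes rose in CTL by 1.05 and in *Stat3* cKO by 0.11, and 17 of them passed 2-fold in CTL alone, of which 2 rose at least 1.5-fold in *Stat3* cKO. With upper-quartile scaling, their change in *Stat3* cKO was -0.039. At E14 their median genotype ratio was -0.63, at percentile 0. The 46 cell cycle genes rose in CTL by 1.01, had a median of -0.0087 in *Stat3* cKO, and at E14 had a genotype ratio of -0.60. With a minimum mean of 5 FPKM, their change in *Stat3* cKO was 0.074. The lower replication and cell cycle expression runs opposite to the faster proliferation that the paper reports for *Stat3* cKO progenitors from other assays. Of the 25 purine synthesis genes, 13 (52%) passed 2-fold in CTL alone, and the genotype ratio at E14 was -0.60. Of the 20 pyrimidine synthesis genes, some of which are also in the purine list, 10 (50%) did, with a genotype ratio of -0.46. Of the 17 genes of the one carbon pool by folate, 5 (29.4%) did, with a genotype ratio of -0.37. Of the 31 proteasome genes, 8 (25.8%) did, with a genotype ratio of -0.34. The corresponding share of the OXPHOS subunits was 38.96%. At E11, the genotype ratios of the DNA replication, cell cycle, purine and pyrimidine genes had the opposite sign, with medians of 0.32, 0.35, 0.24 and 0.23, above the middle 95% of random lists. The OXPHOS subunits (0.096, higher in 65 of 77) and the proteasome genes (0.15, higher in 31 of 31) were also above 0 at E11, within the middle 95%.

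**Figure D1:**
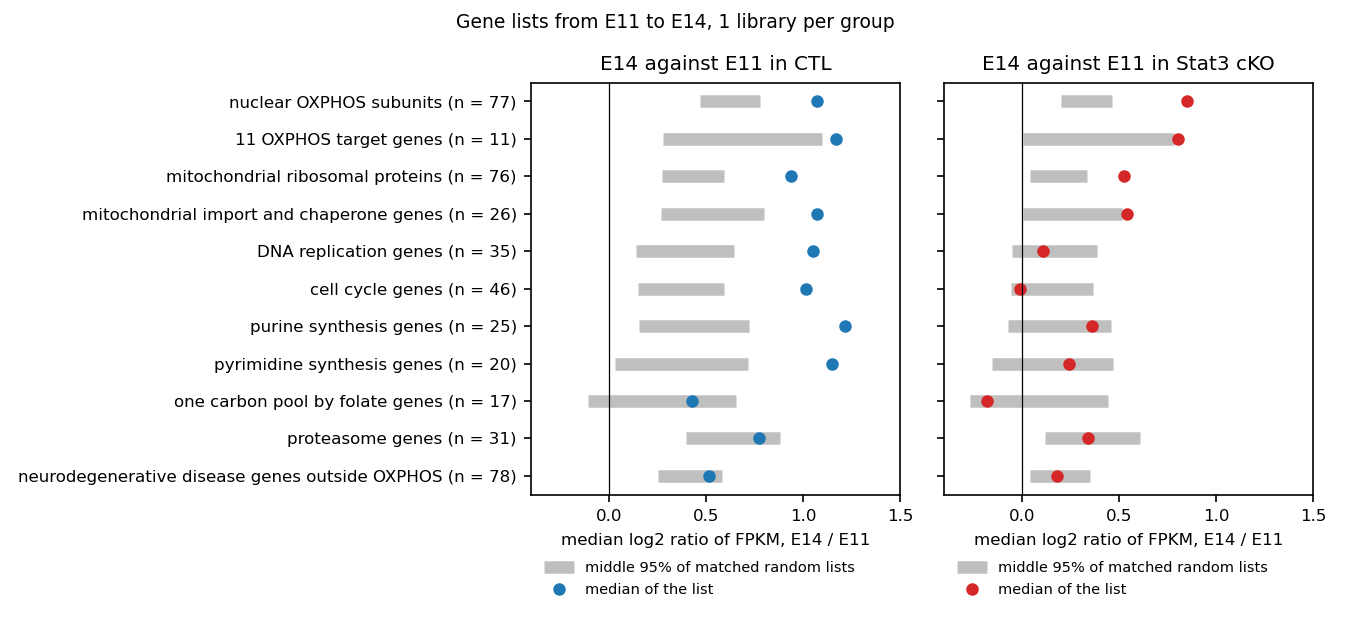
Points give the median log2 ratio of FPKM, E14 over E11, of each gene list in CTL (left) and in *Stat3* cKO (right), and grey bars span the middle 95% of matched random lists. The OXPHOS subunits lie to the right of their bar in both panels, at 1.07 and 0.85, whereas the DNA replication genes do so at 1.05 in CTL and lie within it at 0.11 in *Stat3* cKO (-0.039 with upper-quartile scaling).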

Consistent with this finding, annotation with Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway revealed that the putative STAT3 target genes are mainly enriched in the Oxidative phosphorylation (OXPHOS) pathway, and to a lesser extent in other pathways such as purine metabolism, pyrimidine metabolism, and one carbon pool by folate. These genes were also enriched in pathways associated with neurodegenerative diseases such as Huntington’s disease, Parkinson’s disease and Alzheimer’s disease (Figure 2C).

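The disease pathways share their OXPHOS subunits, so genes of these pathways outside OXPHOS were listed separately. Of 78 such genes, 10 (12.8%) rose at least 2-fold in CTL alone, against a mean of 8.37 in matched random lists (percentile 73.1). With a threshold of 3 the count was 5, at percentile 97.525, just outside the limits. Their median log2 ratio of *Stat3* cKO to CTL at E14 was -0.15 (percentile 24.1), and it was 0.0018 with upper-quartile scaling. Taking the genes upregulated from E11 to E14 in CTL and not in *Stat3* cKO as potential STAT3 targets, the paper reasons from their annotation that these genes are mainly enriched in OXPHOS.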

Given our findings that STAT3 is required for the differentiation of neurons and astrocytes, we next examined the expression of marker genes of different cell types, such as radial glia, intermediate progenitor cells (IPCs), neurons and astrocytes. 

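At E14, all 8 radial glia markers had a ratio of *Stat3* cKO to CTL above 1, from 1.01 for *Slc1a3* to 2.37 for *Hes5*. Their median log2 ratio was 0.42, at percentile 99.99. *Sox2*, on chromosome 3, rose from 206 to 284 FPKM, *Pax6*, on chromosome 2, from 14.6 to 19.0, and *Sfrp2*, on chromosome 3, from 14.5 to 18.2. Of the 6 markers of intermediate progenitor cells (IPCs), 5 were lower, with a median log2 ratio of -0.48 (percentile 0.67). *Eomes* fell from 8.50 to 7.33 FPKM and *Dcx* from 51.4 to 37.9, while *Nhlh1* rose from 0.368 to 0.581 FPKM. Of the 10 neuron markers, 9 were lower, with a median of -0.25 (percentile 7.30), which lies within the middle 95% of matched random lists. *Map2* fell from 177 to 151 FPKM and *Neurod6* from 104 to 72.0, and 2 of the 10 ratios were within 10% of 1. The genes given singly were picked from these panels after their values had been seen. At E11, the IPC markers had a median of -0.32 (percentile 0.12) and the neuron markers of -0.30 (percentile 0.010), whereas that of the radial glia markers was 0.13 (percentile 64.8). The neuron markers thus lay outside their random lists at E11 and not at E14.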

We found that compared to the CTL, *Stat3* cKO neural progenitors showed increased expression of radial glia markers such as *Sox2*, *Pax6*, and *Sfrp2*, and decreased expression of most IPC and neuronal markers (Supplementary Figures S2A–C). The majority of glial markers such as *Aqp4*, *Aldh1l1*, and *Mfge8* were upregulated in *Stat3* cKO progenitors, while *Gfap* expression was suppressed (Supplementary Figure S2D). These results support our *in vitro* findings that *Stat3* loss-of-function led to decreased neuron differentiation.

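Of the 8 astrocyte markers, 6 were higher in *Stat3* cKO than in CTL at E14. *Aqp4* rose from 3.63 to 8.32 FPKM, *Aldh1l1* from 78.6 to 136 and *Mfge8* from 169 to 370. *Slco1c1* was lower, at 4.04 FPKM in CTL and 2.56 in *Stat3* cKO. *Gfap*, on chromosome 11 from 102748649 to 102758514, had 0.901 FPKM in CTL and 0.186 in *Stat3* cKO, and 0.124 and 0.0625 at E11. Its mean over the 4 libraries, 0.318 FPKM, is below the minimum of 1, and a pseudocount of 1 changed its log2 ratio at E14 from -2.27 to -0.68. The 7 astrocyte markers that passed the minimum had a median log2 ratio of 0.91 at E14 (percentile 100) and -0.31 at E11 (percentile 1.4).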

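Of the 6 upper layer markers, 5 were higher in *Stat3* cKO than in CTL at E14. *Cux1*, on chromosome 5, rose from 22.5 to 27.8 FPKM, and *Cux2*, on the same chromosome, from 2.78 to 4.17. *Pvrl3* was lower, at 24.7 FPKM in CTL and 21.5 in *Stat3* cKO, and 3 of the 6 ratios were within 10% of 1. Over the 5 upper layer markers that passed the minimum of 1 FPKM, the median log2 ratio was 0.13, at percentile 83.9. Of the 21 deeper layer markers, 16 were lower, with a median of -0.16 at percentile 8.64, and 9 of the 21 ratios were within 10% of 1. With upper-quartile scaling 11 of the 21 were lower. *Tbr1*, on chromosome 2, fell from 5.84 to 3.84 FPKM. *Bcl11b*, which encodes CTIP2, lies on chromosome 12 and fell from 12.1 to 11.2 FPKM, a log2 ratio of -0.11 that was 0.038 with upper-quartile scaling. Neither median lay outside the middle 95% of its random lists at E14. At E11 the deeper layer markers had a median of -0.12, which did (percentile 0.33).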

Interestingly, *Stat3* cKO also resulted in the increased expression of upper layer (layer II-III) neuron markers such as *Cux1*, *Cux2*, but decreased expression of deeper layer (layer IV-VII) markers such as *Ctip2* and *Tbr1*. This result is consistent with previous reports by Hong et al. that *Stat3* cKO resulted in a larger number of upper layer neuron generation, suggesting a possibility that STAT3 might function to regulate layer specification during cortical development (Hong and Song, 2015) (Supplementary Figure S2E).

### STAT3 Promotes the Expression of Oxidative Phosphorylation (OXPHOS) Genes in Neural Progenitor Cells

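Within the OXPHOS subunits, 11 genes of complexes I, III and V were followed singly. All 11 rose from E11 to E14 in both genotypes. In CTL the rise had a median log2 ratio of 1.17, and in *Stat3* cKO of 0.81. Of the 11, 8 passed 2-fold in CTL alone, and each of these 8 also rose at least 1.5-fold in *Stat3* cKO, by 1.53-fold to 1.96-fold. With the threshold at 1.5, none of the 11 rose in CTL alone. At E14, 10 of the 11 were lower in *Stat3* cKO than in CTL, and 5 of the ratios were within 10% of 1. The median log2 ratio was -0.15, at percentile 56.9, and with upper-quartile scaling it was -0.0015. The lowest ratio was that of *Atp5g1*, on chromosome 11 from 95934106 to 95937008, which had 241 FPKM in CTL and 175 in *Stat3* cKO. The highest was that of *Ndufa1*, on the X chromosome from 34727583 to 34731233, with 177 FPKM in CTL and 181 in *Stat3* cKO. Among the other complex I genes, *Ndufs1* fell from 112 to 92.2 FPKM, *Ndufb5* from 245 to 209, *Ndufb7* from 244 to 219 and *Ndufc1* from 213 to 206. The complex III gene *Cyc1* fell from 131 to 119 FPKM and *Uqcrh* from 671 to 619. The complex V gene *Atp5b* fell from 1528 to 1279 FPKM, *Atp5h* from 518 to 446 and *Atp5o* from 696 to 667. With upper-quartile scaling, the log2 ratios of *Ndufc1*, *Cyc1*, *Uqcrh* and *Atp5o* at E14 were 0.10, 0.011, 0.037 and 0.091. With the median of all genes set to 0, those of *Ndufc1* and *Atp5o* were 0.029 and 0.017. At E11, all 11 were higher in *Stat3* cKO, with a median of 0.16.

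**Figure D2:**
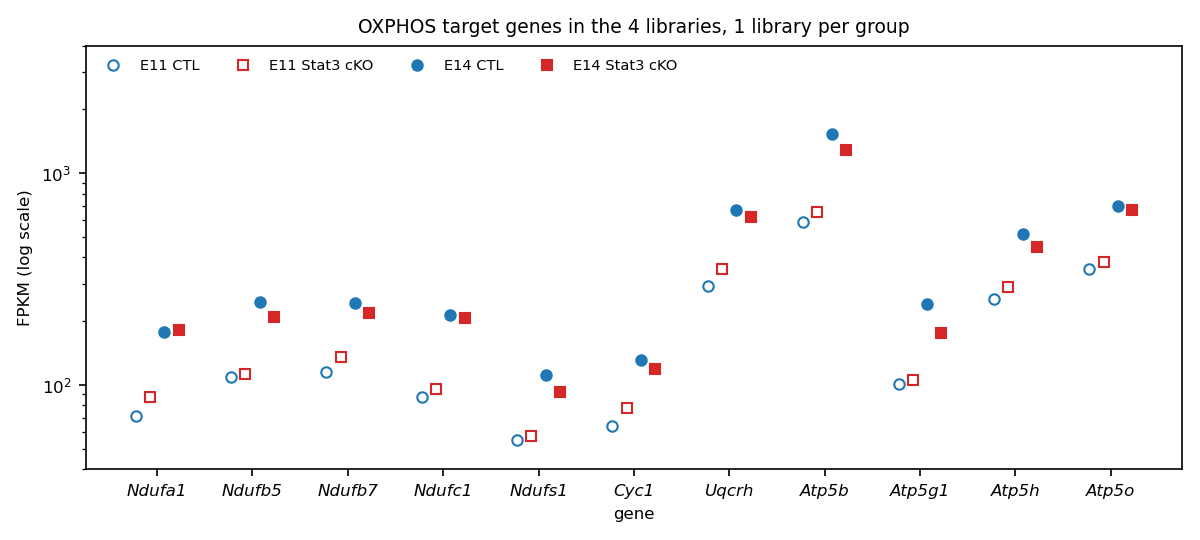
FPKM (log scale) of 11 OXPHOS genes in the 4 libraries, with circles for CTL, squares for *Stat3* cKO, open symbols for E11 and filled symbols for E14, 1 value per library. In each gene both filled symbols lie above both open ones, and the filled square lies below the filled circle in 10 of the 11 genes, of which 4 changed side with upper-quartile scaling.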

RNA-seq analysis revealed a group of putative STAT3 targets that not only involves in the OXPHOS pathways, but is also implicated in neurodegenerative diseases (Figures 2C, 3A). Previous studies have demonstrated that OXPHOS genes are highly expressed in the VZ in E14.5 mouse brain (Visel et al., 2004), suggesting the governing of OXPHOS genes expression may be critical during brain development (Supplementary Figure S3A).

**FIGURE 3:**
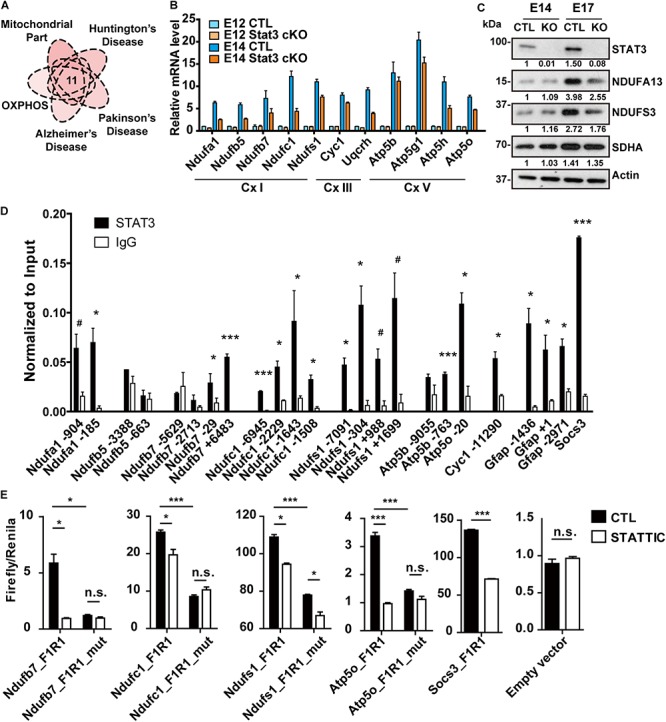
STAT3 promotes the expression of OXPHOS genes in neural progenitors. **(A)** One group of potential STAT3 targets was involved in the mitochondrial oxidative phosphorylation as well as the neurodegenerative diseases. **(B)** RT-qPCR confirmed the expression of these genes was upregulated during neural progenitor development and downregulated in *Stat3* cKO. **(C)** Western blot showed that the expression of complex I proteins was downregulated in *Stat3* cKO neural progenitors isolated at E17. **(D)** ChIP-qPCR showed that STAT3 directed bind to the promoter or enhancer of the OXPHOS genes such as *Ndufa1*, *Ndufb7*, *Ndufc1*, *Ndufs1*, *Atp5b*, *Atp5o*. **(E)** Dual luciferase reporter assay showed that STAT3 binds to the promoter of OXPHOS genes and activate their transcription. Treatment of STATTIC or mutation of the STAT3 binding site downregulated the reporter activity. Socs3 promoter was used as the positive control, while the empty reporter vector was used as the negative control. #*p* < 0.08, *p < 0.05, **p < 0.01, ***p < 0.005, n.s. not significant. Error bars represent mean ± standard deviations.

To validate our RNA-seq results showing differential expression of OXPHOS genes, we performed quantitative reverse-transcription PCR (RT-qPCR) to compare expression of selected genes, including complex I genes (*Ndufa1*, *Ndufb5*, *Ndufb7*, *Ndufc1* and *Ndufs1*), complex III genes (*Cyc1* and *Uqcrh*), as well as complex V genes (*Atp5b*, *Atp5g1*, *Atp5h*, and *Atp5o*), in CTL and *Stat3* cKO neural progenitors at E12 and E14. In agreement with the RNA-seq analysis, we found that the expression of these putative STAT3 target OXPHOS genes was significantly upregulated in E14 CTL neural progenitors, and significantly downregulated in E14 *Stat3* cKO neural progenitors (Figure 3B). However, the protein level of OXPHOS genes was not altered in Stat3 cKO neural progenitors at E14. We speculated that the change in the protein level might become evident in the later stage due to delayed response of protein turnover. Indeed, the OXPHOS protein level was downregulated in Stat3 cKO neural progenitors at E17 (Figure 3C).

To further confirm that STAT3 regulate the OXPHOS gene expression, we examined the expression of OXPHOS genes in neural cells with drug/genetic-modulated STAT3 activity. Expression of these OXPHOS genes was downregulated under treatment of STA-21 in E14 neural progenitors (Supplementary Figure S3B). In addition, the deletion of *Stat3* with CRISPR in ESC-derived mouse neural stem cells led to the downregulation of OXPHOS genes, while overexpression of STAT3 in Neuro2A cells upregulated OXPHOS gene expression (Supplementary Figures S3C,D). Taken together, these results strongly support that STAT3 is indispensable for the transcription regulation of OXPHOS genes during neurogenesis.

Next, we investigated whether STAT3 directly regulates the expression of the OXPHOS genes. By performing ChIP-qPCR assays using E14 WT neural progenitors, we found that STAT3 bound to the promoter or enhancer loci of a significant proportion of the target OXPHOS genes (Figure 3D). In addition, unphosphorylated STAT3 has a higher affinity to some of these loci and promotes gene expression, compared to the tyrosine-phosphorylated STAT3 (Supplementary Figure S4). Luciferase reporter assays with selected promoter/enhancer regions in Neuro2A cells further demonstrated that treatment of STAT3 inhibitor Static or mutation of the putative STAT3 binding sites in those regions significantly attenuates the reporter activity (Figure 3E). Taken together, these results support the hypothesis that STAT3 promotes the expression of OXPHOS gene via direct transcriptional regulation.

### STAT3 Promotes Mitochondria Respiration in Neural Progenitors

Given that OXPHOS genes are involved in mitochondrial respiration, we next examined whether *Stat3* loss-of-function would alter the oxygen consumption rate (OCR). We found that, at E14, the basal OCR of *Stat3* cKO and CTL neural progenitors remains indistinguishable. However, at E17, the increment of basal OCR, Maximum OCR and Proton Leak in *Stat3* cKO neural progenitors is significantly hindered when compare with that of the CTL cells (Figures 4A–E). These results suggest that there is a demand for energy metabolic increases in neural progenitors from E14 to E17, and STAT3 is a critical drive during this process.

**FIGURE 4:**
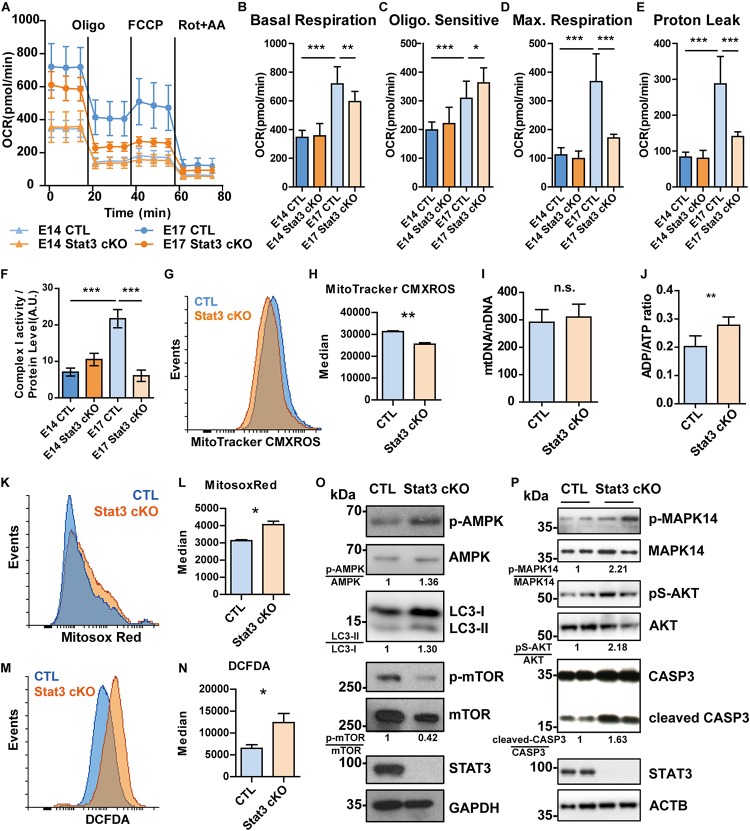
STAT3 regulates mitochondrial respiration and ROS production in neural progenitors. **(A–E)** OCR of E14 neural progenitors was comparable between CTL and *Stat3* cKO. But at E17, the OCR of *Stat3* cKO was significantly decreased compared to the CTL. **(F)** The Complex I activity was compromised in E17 *Stat3* cKO neural progenitors. **(G,H)** E17 *Stat3* cKO neural progenitors had lower mitochondrial membrane potential indicated by MitoTracker CMXROS staining. **(I)** qPCR showed that the ratio of mitochondrial-DNA to nuclear-DNA is not significantly changed between CTL and *Stat3* cKO neural progenitors. **(J)** ADP/ATP ratio assay showed that *Stat3* cKO neural progenitors had elevated ADP/ATP ratio. **(K,L)** Flow cytometry showed that *Stat3* cKO neural progenitors had increased mitochondrial superoxide production. **(M,N)** Flow cytometry showed that *Stat3* cKO neural progenitors contained increased cellular ROS. **(O)** Western blot showed that *Stat3* cKO neural progenitors had elevated AMPK pathway activation accompanied by decreased mTOR. **(P)** *Stat3* cKO resulted in increased activation of MAPK14 and AKT, as well as increased CASP3 cleavage. Each lane was sample collected from individual embryo of the same little. Oligo, oligomycin; Rot, Rotenone; AA, antimycin A. Error bars represent mean ± standard deviations. *p < 0.05, **p < 0.01, ***p < 0.005, n.s. not significant.

As several of the candidate STAT3 target OXPHOS genes are components of complex I, we examined the complex I activity and found that *Stat3* loss-of-function decreased the activity of complex I at E17 (Figure 4F). In addition, we found that this impaired complex I activity was associated with a decrease in mitochondrial membrane potential (MMP) (Figures 4G,H). To exclude the possibility that the decrease of mitochondrial complex I activity was due to mitochondrial functional alternation, we examined the mitochondrial copy number by qPCR, and found that there were no significant differences between the CTL and *Stat3* cKO cells (Figure 4I).

As mitochondrial respiration is crucial for cellular energy balance, we next examined the ADP/ATP ratio and the related signaling pathways in *Stat3* cKO and control neural progenitors. We found that *Stat3* cKO cells had an elevated ADP/ATP ratio (Figure 4J), which correlated with increased activation of AMPK, the energy balance sensor (Figure 4O). Concomitantly, we found that the phosphorylation of mTOR was decreased in *Stat3* cKO cells. This suggested that the change in mitochondria energy production altered signaling pathways linked to energy and nutrient sensing.

Finally, we found that *Stat3* cKO neural progenitors showed decreased glycolytic flux, which is in line with the observation of the decrease expression of the majority of glycolytic genes (Supplementary Figures S5A–D). Accordingly, we noted a decrease in the expression of pentose phosphate pathway genes that are closely linked with glycolysis (Supplementary Figure S5F). Conversely, the expression of genes involved in fatty acid beta-oxidation was increased suggesting a possible remodeling of metabolic fluxes in *Stat3* cKO (Supplementary Figure S5E).

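Of the 20 glycolysis genes, 15 had a ratio of *Stat3* cKO to CTL below 1 at E14, and 8 of the 20 ratios were within 10% of 1. The lowest was that of *Hk2*, from 9.02 to 3.70 FPKM, followed by *Pfkp*, from 12.8 to 7.16, and *Ldha*, from 366 to 251. *Slc2a4* rose from 1.38 to 2.65 FPKM. The 19 glycolysis genes that passed the minimum of 1 FPKM had a median log2 ratio of -0.088, at percentile 77.0, and this median was 0.064 with upper-quartile scaling. With the median of all genes set to 0, 10 of the 20 were above it, and with upper-quartile scaling 12 of the 20 had a ratio above 1. At E11, 17 of the 20 were higher in *Stat3* cKO, with a median log2 ratio of 0.36 at percentile 100.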

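Of the 8 pentose phosphate pathway genes, 7 were lower in *Stat3* cKO than in CTL at E14, with a median log2 ratio of -0.22 (percentile 11.5), and 3 ratios were within 10% of 1. With upper-quartile scaling 5 of the 8 were lower. *Rpia* fell from 17.9 to 11.1 FPKM, *Prps1* from 32.9 to 20.7 and *Prps2* from 27.9 to 18.1, while *G6pdx* was at 22.3 and 23.3. Of these, *Prps1*, *Prps2* and *G6pdx* lie on the X chromosome. At E11, 7 of the 8 genes were higher in *Stat3* cKO, with a median of 0.19.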

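Of the 14 beta-oxidation genes, 12 were higher in *Stat3* cKO than in CTL at E14, with a median log2 ratio of 0.20 (percentile 99.96) and 3 ratios within 10% of 1. *Cpt2* rose from 5.23 to 8.16 FPKM and *Cpt1a* from 12.7 to 17.5. *Acadl* was lower, at 36.9 FPKM in CTL and 29.2 in *Stat3* cKO, and *Hadhb* at 112 and 105, although the log2 ratio of *Hadhb* was 0.053 with upper-quartile scaling. *Cpt1b* is listed in a joined entry with *Chkb*, and *Acads* in one with *Gm13826*, so each of these values covers both genes of its entry.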

### STAT3 Negatively Regulates Reactive Oxygen Species (ROS) Production in Neural Progenitors

Whereas abnormal OXPHOS complex activity and MMP can affect mitochondrial ROS production (Murphy, 2009), we next sought to investigate whether the deletion of *Stat3* affects ROS production. We found that the deletion of STAT3 promoted the production of mitochondrial superoxide and cellular ROS level (Figures 4K–N and Supplementary Figures S6D,E). Interestingly, Mitosox-Red-stained mitochondria were elongated in *Stat3* cKO cells, compared to the CTL cells, suggesting a fusion-fission defect in *Stat3* cKO neural progenitors (Supplementary Figures S6A–C).

As ROS signaling can activate different signaling pathways including PI3K/AKT (Lee et al., 2002; Leslie et al., 2003; Lim and Clement, 2007), we next sought to determine the activation status of key signaling pathways linked to ROS. We found that the AKT pathway was activated in *Stat3* cKO neural progenitors, as well as the p38 MAPK (MAPK14) pathway (Figure 4P). Similarly, *Stat3* cKO led to a higher level of cleaved Caspase3 (Figure 4P). However, Stat3 cKO did not result in increased apoptosis in neural progenitors (Supplementary Figure S7).

### Knockdown of Putative STAT3-Target OXPHOS Genes Mimics the Phenotypes of *Stat3* cKO

We previously showed that *Stat3* loss-of-function can downregulate target OXPHOS genes and this correlated with a decrease in mitochondrial function. To determine whether the defects in mitochondrial respiration in STAT3 cKO neural progenitors are mediated primarily by the downregulation of OXPHOS gene expression, we attempted to knockdown several of the target genes (including *Ndufc1*, *Ndufb5*, *Ndufb7*, *Ndufs1*, and *Atp5b*) in E15 neural progenitors using a lentiviral shRNA system. We found that knockdown of the selected target genes led to decreased mitochondrial OCR and increased mitochondrial ROS production, suggesting that downregulation of the target OXPHOS genes primarily mediates the mitochondrial metabolic change observed in Stat3 loss-of-function (Figures 5A–C). Consistently, knockdown of the OXPHOS genes led to the activation of the AMPK pathway and increased autophagy (Figure 5D).

**FIGURE 5:**
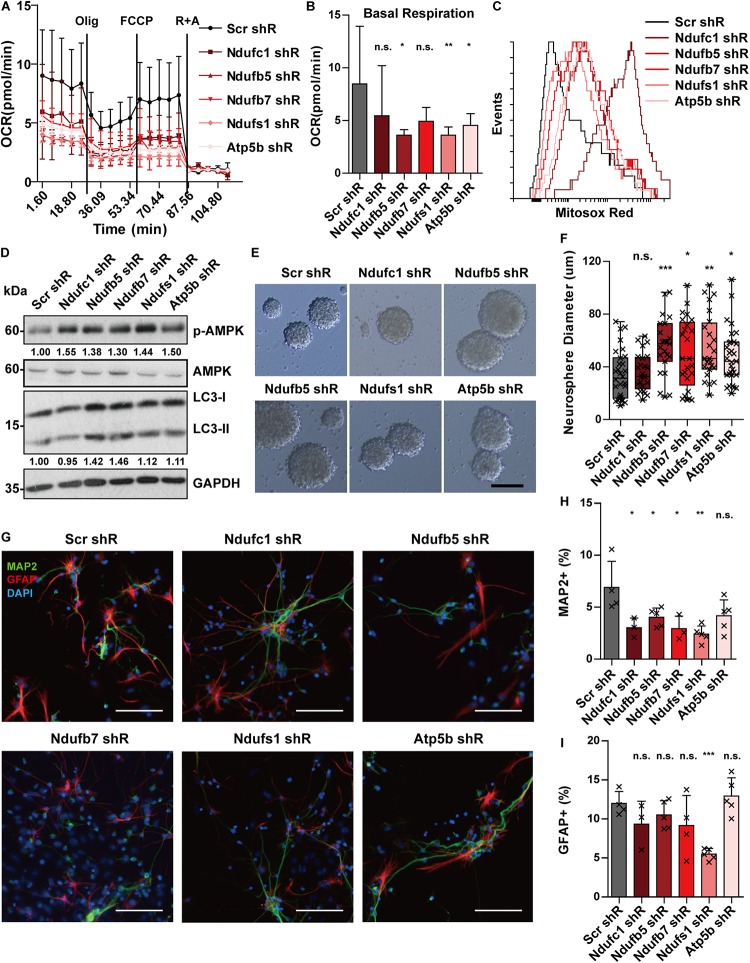
Knockdown of OXPHOS genes mimics the phenotypes of Stat3 cKO. **(A,B)** Knockdown of OXPHOS genes downregulated OCR of neural progenitors. Error bars represent mean ± standard deviations. *p < 0.05, **p < 0.01, ***p < 0.005, n.s. not significant. **(C)** Knockdown of OXPHOS genes promoted mitochondria superoxide production. **(D)** Knockdown of OXPHOS genes activated the AMPK pathway and the autophagy marker. **(E–H)** Knockdown of OXPHOS genes (except Ndufc1) led to a significantly higher proliferation rate of neural progenitors. Scale bar: 50 μm. Box plot represents the median, maximum and minimum value as well as the interquartile range. Mann–Whitney *U* test was used to determine the statistical significance of the neurosphere size difference. *p < 0.05, **p < 0.01, ***p < 0.005, n.s. not significant. **(G–I)** Knockdown of OXPHOS genes resulted in decreased neurons and astrocytes generation. Error bars represent mean ± S.E.M. Knockdown efficiency was validated by RT-qPCR (Supplementary Figure S8).

The results above demonstrate that STAT3 is necessary to promote nuclear-encoded OXPHOS gene expression and thereby mitochondria respiration in neural progenitors. To examine another possibility of whether STAT3 regulates the OXPHOS genes expression via mitochondria metabolism, we used 2DG or H_2_O_2_ intervention to mimic the metabolic stress in *Stat3* cKO cells. We found that the OXPHOS genes expression was increased as a result of the drug treatment, in contrast to that in *Stat3* cKO (Supplementary Figure S9). This suggested that in *Stat3* cKO neural progenitors, downregulation of the OXPHOS genes expression leads to the disruption of mitochondrial metabolism, not *vice versa*.

We next sought to determine whether the downregulation of OXPHOS genes mediates the proliferation and differentiation phenotype of *Stat3* cKO neural progenitors. We found that knockdown of these OXPHOS genes led to increased cell proliferation, suggesting that the proliferative phenotype of *Stat3* cKO neural progenitors could be directly mediated by decreased expression of OXPHOS genes (Figures 5E,F). In addition, we found that knockdown of the OXPHOS genes in neural progenitor cells led to significantly lower neuronal differentiation, except that of *Atp5b* (Figures 5G,H). However, knockdown of the selected OXPHOS genes other than *Ndufs1* did not alter the astrogenesis of neural progenitors (Figures 5G,I).

In summary, knockdown of OXPHOS genes was able to reproduce several phenotypes of *Stat3* cKO neural progenitor cells, including reduced OCR, increased ROS production, and activation of the AMPK pathway. In addition, the knockdown of OXPHOS genes resulted in an increased proliferation rate and reduced neurogenesis, similar to the *Stat3* cKO neural progenitors. These findings support the hypothesis that the regulation of OXPHOS genes mediates the phenotypic changes observed in *Stat3* loss-of-function neural progenitors.

### Activation of AMPK and ROS Pathways Promotes Neural Progenitor Proliferation

As mitochondria dysfunction in *Stat3* cKO activated the AMPK and ROS pathway, we wondered if these pathways mediated the hyperproliferative phenotype of *Stat3* cKO neural progenitors.

To investigate the role of AMPK in neural progenitor proliferation, we treated E15 neural progenitors with AMPK agonists 2DG and Metformin as well as AMPK suppressors Compound C and inhibitor of downstream autophagy 3 mA. Treatment of 2-deoxyglucose (2DG) and Metformin in CTL neural progenitors induced a starvation state similar to that of *Stat3* cKO, as was dictated by the ADP/ATP ratio (Figure 6A). 2DG and Metformin treatment resulted in increased neurosphere size and BrdU incorporation in CTL neural progenitor, while treatment of Compound C and 3mA decreased the neurosphere size and BrdU incorporation (Figures 6B,C), suggesting that AMPK pathway activation is both sufficient and necessary for neural progenitor proliferation. To investigate whether ROS signaling regulates neural progenitor proliferation, H_2_O_2_ and ROS scavenger *N*-acetylcysteine (NAC) was added to the CTL neural progenitors. Treatment of H2O2 led to increased BrdU incorporation and neurosphere growth, while NAC treatment decreased them, suggesting that ROS signaling is also sufficient and necessary for neural progenitor proliferation (Figure 6D). Modulation of AMPK pathway and ROS downstream pathway AKT by drug treatment was verified by western blot analysis (Figures 6E,F).

**FIGURE 6:**
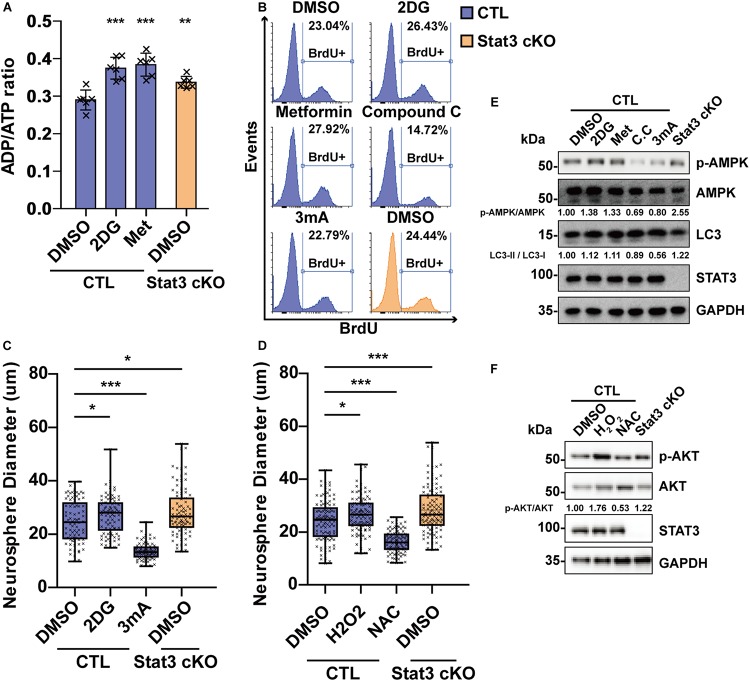
Modulation of energy production and ROS level regulates neural progenitor proliferation. **(A)** ADP/ATP ratio change in CTL and *Stat3* cKO neural progenitors under 2DG and Metformin treatment. Met, Metformin. Error bars represent mean ± standard deviations. **(B)** BrdU incorporation assay on CTL and *Stat3* cKO neural progenitors in various treatments. **(C)** Neurosphere assay showed that 2DG treatment promoted the proliferation of neural progenitors, while 3 mA treatment inhibited cell proliferation. **(D)** Neurosphere assay on CTL and *Stat3* cKO neural progenitors treated with H_2_O_2_ or NAC. Error bars represent mean ± standard deviations. Box plot represents the median, maximum and minimum value as well as the interquartile range. *p < 0.05, **p < 0.01, ***p < 0.005, n.s., not significant. **(E)** Western blot of neural progenitors treated by 2DG, Metformin (Met), Compound C (C.C) and 3 mA. **(F)** Western blot of neural progenitors treated by H_2_O_2_ and NAC.

## Discussion

STAT3 has been shown to play an important role in neural progenitor development, but its function and downstream pathways are not fully understood. Our study discovers a new role of STAT3 and sheds light on the downstream regulatory network. We found that STAT3 is necessary for controlling the proliferation rate and promoting neurogenesis via a mitochondria-dependent pathway.

Previous studies found activation of STAT3 by cytokines promotes neural progenitor proliferation and negatively regulates neurogenesis (Hong and Song, 2015). However, the effect of cytokines could be independent of the JAK-STAT3 pathway. For instance, CNTF treatment induced neural progenitor proliferation and suppressed neurogenesis in both CTL and *Stat3* cKO neural progenitors (data not shown). Our study showed that loss of STAT3 also results in increased proliferation and reduced neurogenesis. This is consistent with previous report that *Stat3* cKO astrocytes resulted in increased proliferation (de la Iglesia et al., 2008).

Additionally, we found that STAT3 is not necessary for astrocytogenesis. Previous studies showed that STAT3 is necessary for astrocyte marker GFAP expression (Hong and Song, 2014; Kanski et al., 2014). Several STAT3 binding sites were found in *Gfap* promoter (Bonni et al., 1997; Nakashima et al., 1999), and their interaction with STAT3 is critical for *Gfap* expression. However, GFAP is merely a marker of a subset of astrocytes (Zeisel et al., 2015). Lack of GFAP+ cells in *Stat3* cKO suggests that it leads to potentially functional tampered astrocytes, but not the reduction of the astrocyte cell number. On the contrary, expression of other astrocyte markers was even increased in *Stat3* cKO, which might due to increased proliferation of astrocyte precursors.

Our RNA-seq data showed that expression of upper layer neuronal marker was increased in *Stat3* cKO neural progenitors, which was concomitant with the observation in previous study that *Stat3* cKO yielded significantly increased number of upper layer (layer II–III) neurons (Hong and Song, 2015). Upper layer neurons are generated after E14, when *Stat3* cKO neural progenitors start to show defect of mitochondrial respiration and increased proliferation rate (Gao et al., 2014). Therefore, increased upper layer neuron generation might result from the increased proliferation of neural progenitors. In addition, whether mitochondria respiration correlates with different layer neuron specification remains to be studied. Electron microscopic study suggested that layer II–III neurons contain less volume of mitochondria compared to layer IV (Santuy et al., 2018), implying that neurons in different cortical layers might have different mitochondrial metabolism requirement.

In the canonical JAK-STAT pathway, STAT3 is tyrosine phosphorylated, undergoes nucleus import and activates gene expression (Fu et al., 1990, 1992; Schindler et al., 1992; Darnell et al., 1994; Levy and Darnell, 2002). However, STAT3 without tyrosine-phosphorylation (U-STAT3) could also promote gene expression. It has been reported that U-STAT3 could be imported into nucleus by Importin (Liu et al., 2005; Cimica et al., 2011). In addition, U-STAT3 could accumulate in the nucleus after prolonged IL6 treatment (Yang et al., 2005). U-STAT3 could interact with DNA and promote gene expression by forming homodimer, or in a complex with RELA (Yang et al., 2007; Timofeeva et al., 2012; Nkansah et al., 2013; Okada et al., 2018). Similarly, our data showed that overexpression of STAT3-CYF, a dominant negative mutant of STAT3 that mimic U-STAT3, could bind to the regulatory element of Ndufc1 and promote its expression, while the overexpression of STAT3-CA, a constitutive active form of STAT3, could not. However, it remains unclear if other post-translational modifications of STAT3 regulate these genes expression. Furthermore, it was speculated that U-STAT3 might also function as a chromatin scaffold protein due to the long distance of their adjacent binding sites. Indeed, bisulfite sequencing revealed that the global DNA methylation level was decreased in *Stat3* cKO neural progenitors at E14. STAT3 activation could promote cell proliferation and suppress neurogenesis, while absence of STAT3 also leads to similar outcome, suggesting that the STAT3 activation or inactivation might be one of the molecular switch of neural progenitor fate.

It has been shown that STAT3 could be translocated into mitochondria, and that mitochondrial STAT3 promotes respiration by binding to protein complexes such as Complex I, or by regulating mitochondrial transcription (Wegrzyn et al., 2009; Macias et al., 2014; Carbognin et al., 2016; Xu et al., 2016). However, we have previously reported that STAT3 does not locate within mitochondria, but in mitochondria-associated ER membrane instead (Su et al., 2019), which is neglected by prior studies. Even if STAT3 is present in mitochondria, it is unlikely to directly regulate mitochondrial respiration, due to the stoichiometric difference between STAT3 and the OXPHOS complexes or the mitochondrial genome (the molecular ratio of Complex I and STAT3 is ∼10^5^ by estimation; and that of the mitochondrial genome and STAT3 is ∼10^2^) (Bogenhagen and Clayton, 1974; Shmookler Reis and Goldstein, 1983; Phillips et al., 2010). Thus, STAT3 might regulate mitochondrial respiration via other pathways. Our study showed STAT3 can promote mitochondrial respiration and limit ROS production by regulating the expression of nuclear-encoded OXPHOS genes during neural progenitor development. Similarly, it was shown that STAT3 regulates citrate synthase expression so as to promote mitochondrial metabolism in lymphocytes (MacPherson et al., 2017). Taken together, our results suggest a STAT3-regulated nuclear-transcription-dependent pathway that modulates mitochondrial metabolism.

Mitochondrial metabolism is closely associated with neural progenitor self-renewal and differentiation. Our data showed downregulation of OXPHOS genes in *Stat3* cKO leads to a disruption of mitochondrial metabolism, which promotes the proliferation of neural progenitors while negatively regulates neurogenesis, consistent with a previous study (Bartesaghi et al., 2015). In addition, mitochondrial metabolism could regulate neural progenitor proliferation and differentiation via activation of AMPK signaling or ROS-AKT signaling (Dasgupta and Milbrandt, 2009; Le Belle et al., 2011; Williams et al., 2011). Consistently, we found overactivation of both AMPK and AKT pathways in *Stat3* cKO neural progenitors. Though both are necessary for promoting neural progenitor proliferation, the AMPK and AKT signaling has an antagonistic effect on mTOR activation and the downstream response. (Gwinn et al., 2008; Zhao et al., 2017). The downregulated mTOR pathway in *Stat3* cKO neural progenitors we show here suggests the negative regulation by AMPK pathway might play a dominant role which is consistent with the proliferation phenotype, given that activation of mTOR complex 1 pathway negatively regulates neural progenitor self-renewal and promotes differentiation (Magri et al., 2011; Hartman et al., 2013). However, further study is required to understand how these metabolic-related pathways converge onto the neural progenitor cell fate.

In summary, we discovered a STAT3-mitochondria metabolism axis that regulates neural progenitor proliferation and differentiation.

## Data Availability Statement

The raw data generated for this study can be found in the GEO, accession number GSE148564.

## Ethics Statement

The animal study was reviewed and approved by NUS Institutional Animal Care and Use Committee.

## Author Contributions

YS, KB, CY, and YZ conceived and designed the project. YS performed most of the experiments and analyzed the data. WZ established the mouse model. YZ and JZ performed the RNA-seq experiment. CP and TM analyzed the RNA-seq data. ZM and JX provided technical assistance. YS wrote the manuscript. WZ, KB, CY, and YZ revised the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: STAT3 Regulates Mouse Neural Progenitor Proliferation and Differentiation by Promoting Mitochondrial Metabolism
**Source:** Front Cell Dev Biol. 2020 May 19;8:362. doi: 10.3389/fcell.2020.00362
**Supplement:** Supplementary file 1

## Supplemental Information

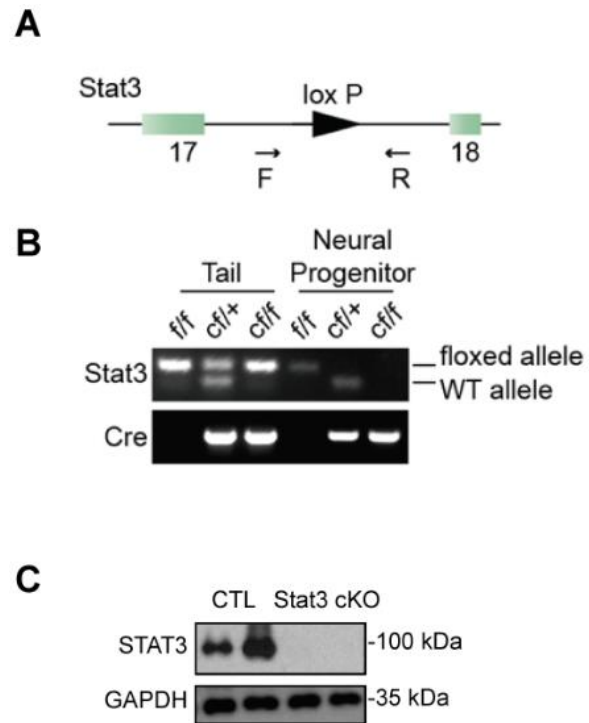

**Supplementary Figure S1** Confirmation of successful deletion of *Stat3* exons in neural progenitors. **(A)** Diagram of the genotyping primers. **(B)** Genotyping results in tail or neural progenitor lysates from three different genotypes. **(C)** Western blot showed the expression of STAT3 protein in CTL and *Stat3* cKO neural progenitors.

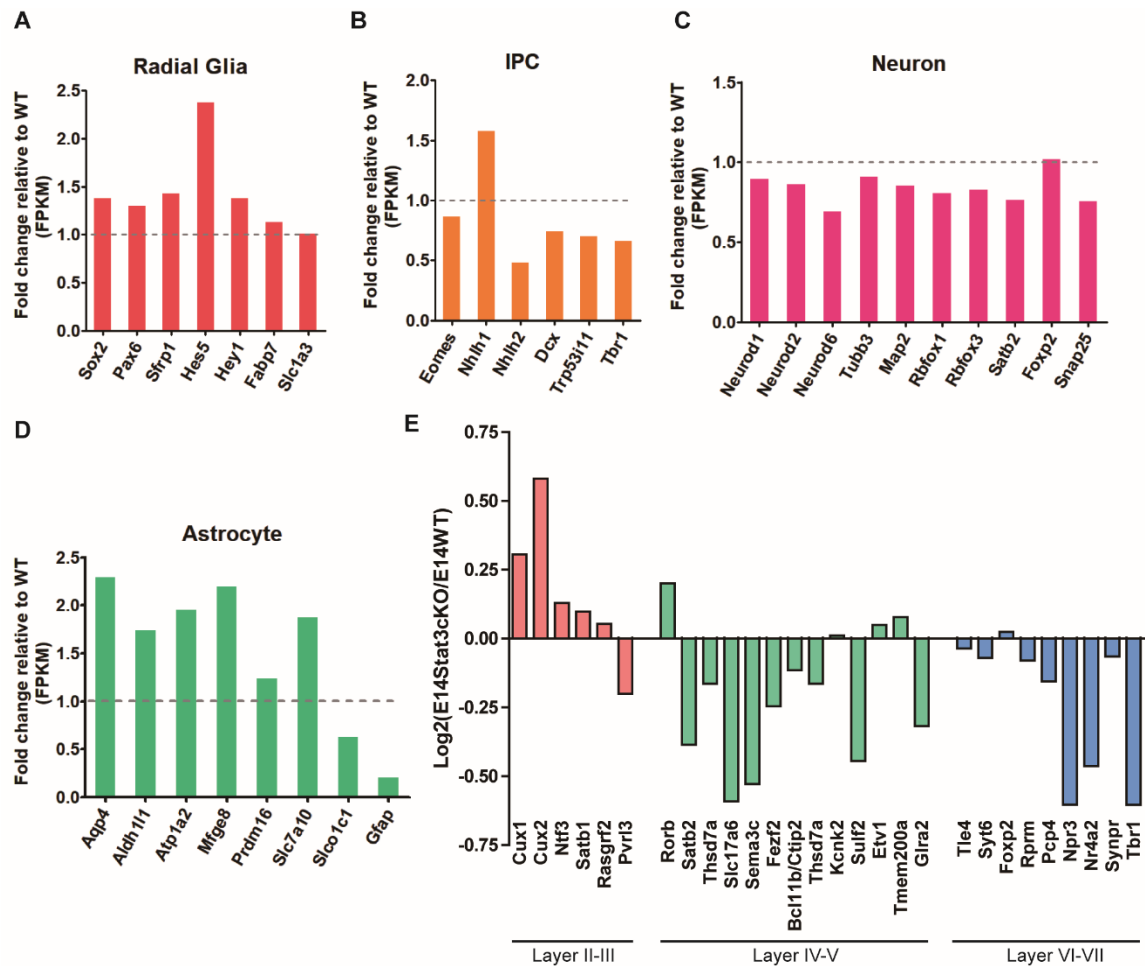

**Supplementary Figure S2** Relative expression of neural markers in *Stat3* cKO neural progenitors in E14 revealed by RNA-seq. **(A)** *Stat3* cKO resulted in increased expression of radial glia markers. **(B)** *Stat3* cKO resulted in decreased expression of IPCs markers. **(C)** *Stat3* cKO led to decreased expression of neuron markers. **(D)** *Stat3* cKO led to increased expression of majority of astrocyte markers. **(E)** *Stat3* cKO neural progenitors had increased expression of outer layer neuron markers (II-III) and decreased expression of deeper layer (IV-VII) neuron markers.

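The bars of this figure are ratios of single FPKM values, *Stat3* cKO over CTL at E14, on a plain scale in panels A to D and on a log2 scale in panel E. A bar above the line at 1, or above 0 in panel E, stands for a higher value in *Stat3* cKO. With 1 library per group the bars carry no error. A ratio of low values moves with few fragments. In these panels 6 genes were below 1 FPKM in at least 1 of the E14 libraries, namely *Gfap*, *Rasgrf2*, *Nhlh1*, *Nhlh2*, *Npr3* and *Thsd7a*. With a pseudocount of 1, the log2 ratio of *Nhlh1* went from 0.66 to 0.21.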

**A**

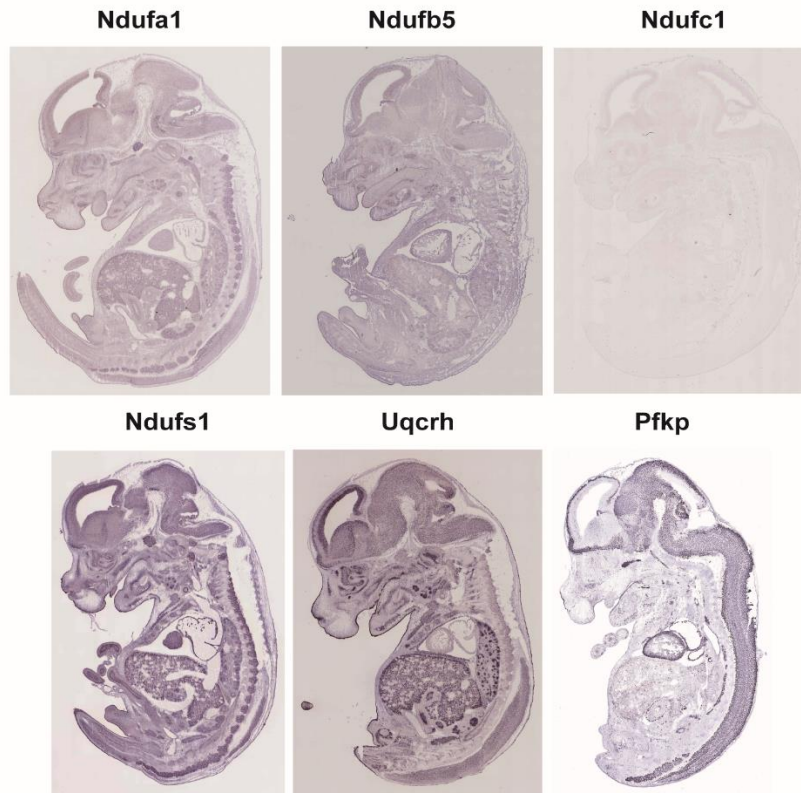

**B**

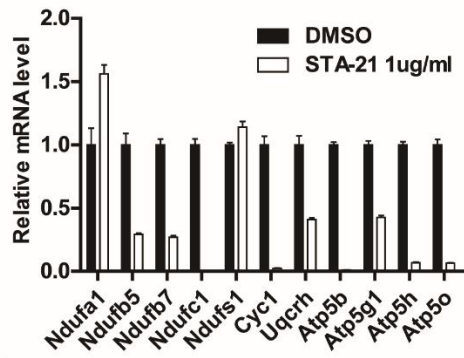

**C**

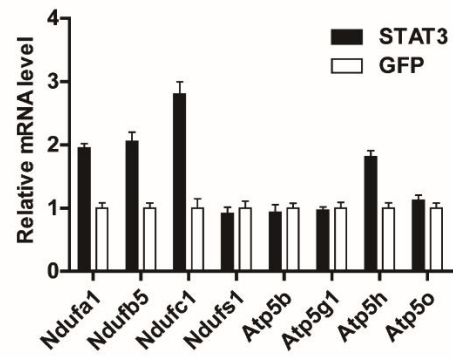

**D**

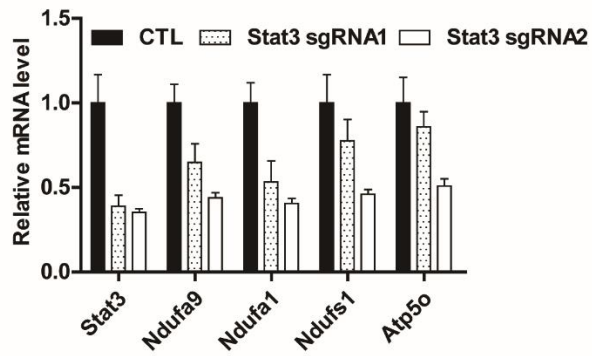

**Supplementary Figure S3** STAT3 is both sufficient and necessary to promote expression of OXPHOS genes. **(A)** Expression of OXPHOS genes is enriched in the VZ of E14.5 embryonic brain. In contrast, expression of the glycolysis gene *Pfkfb* is enriched in the MZ (Images were obtained from [www.genepaint.org](http://www.genepaint.org); Visel et al., 2004). **(B)** Treatment of STAT3 inhibitor downregulated expression of the majority of OXPHOS genes. **(C)** Overexpression of STAT3 led to increased OXPHOS genes expression. **(D)** CRISPR-KO of *Stat3* in mESC-derived neural stem cells led to downregulation of OXPHOS genes expression. n=3, Error bars represent mean  $\pm$  standard deviations.

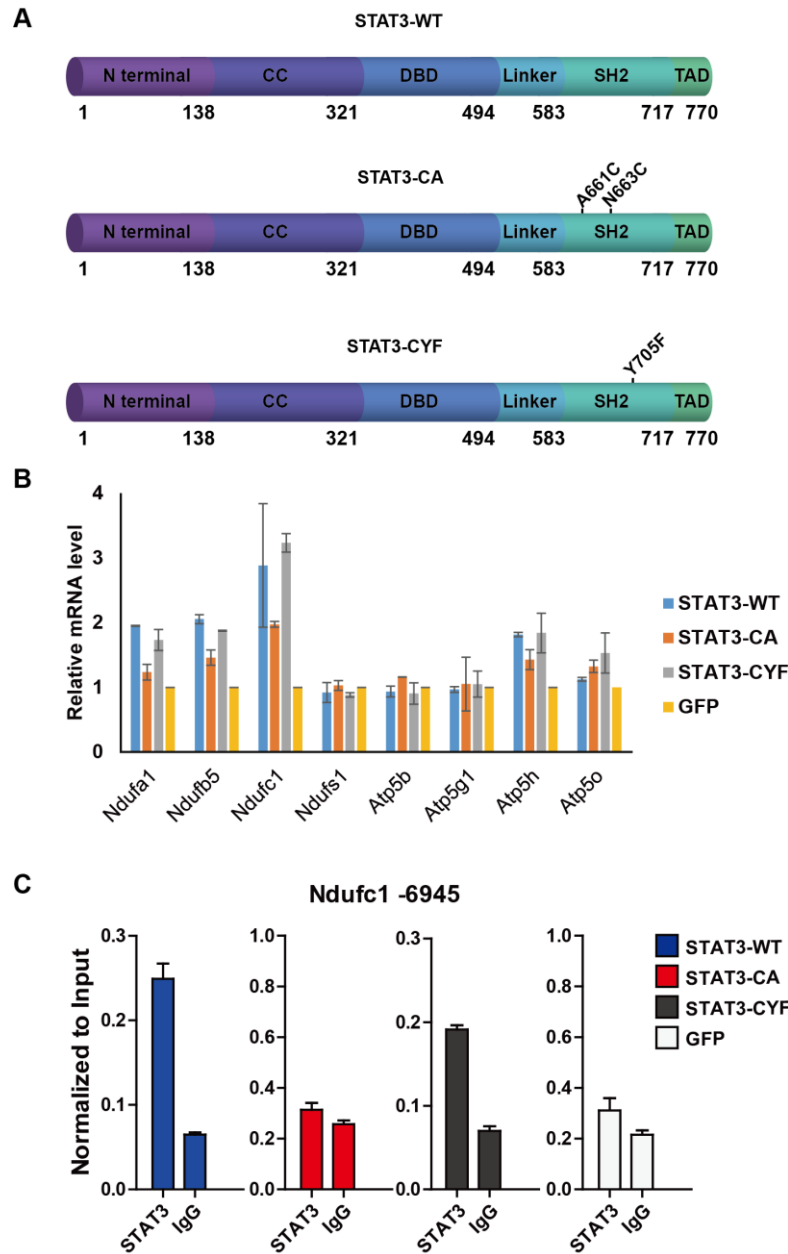

**Supplementary Figure S4** Unphosphorylated STAT3 promotes OXPHOS genes expression. **(A)**

Schematic view of different STAT3 mutants. STAT3-CA had its Alanine661 and Asparagine663 replaced by cysteine, respectively, to mimic the active form of STAT3. STAT3-CYF had its Tyrosine705 changed to Phenylalanine to inhibit its activation. **(B)** Overexpression of dominant-negative STAT3 (STAT3-CYF) in Neuro2A cell promoted higher OXPHOS genes expression compared to constitutive-active STAT3 (STAT3-CA). **(C)** ChIP-qPCR experiment in Neuro2A cells overexpressed with STAT3-WT, STAT3-CA, STAT3-CYF and GFP. STAT3-CYF had higher affinity to the *Ndudc1* upstream regulatory sequence

compared to STAT3-CA. CC, coiled-coil domain; DBD, DNA binding domain; SH2, Src Homology 2 domain; TAD, transcription activation domain.

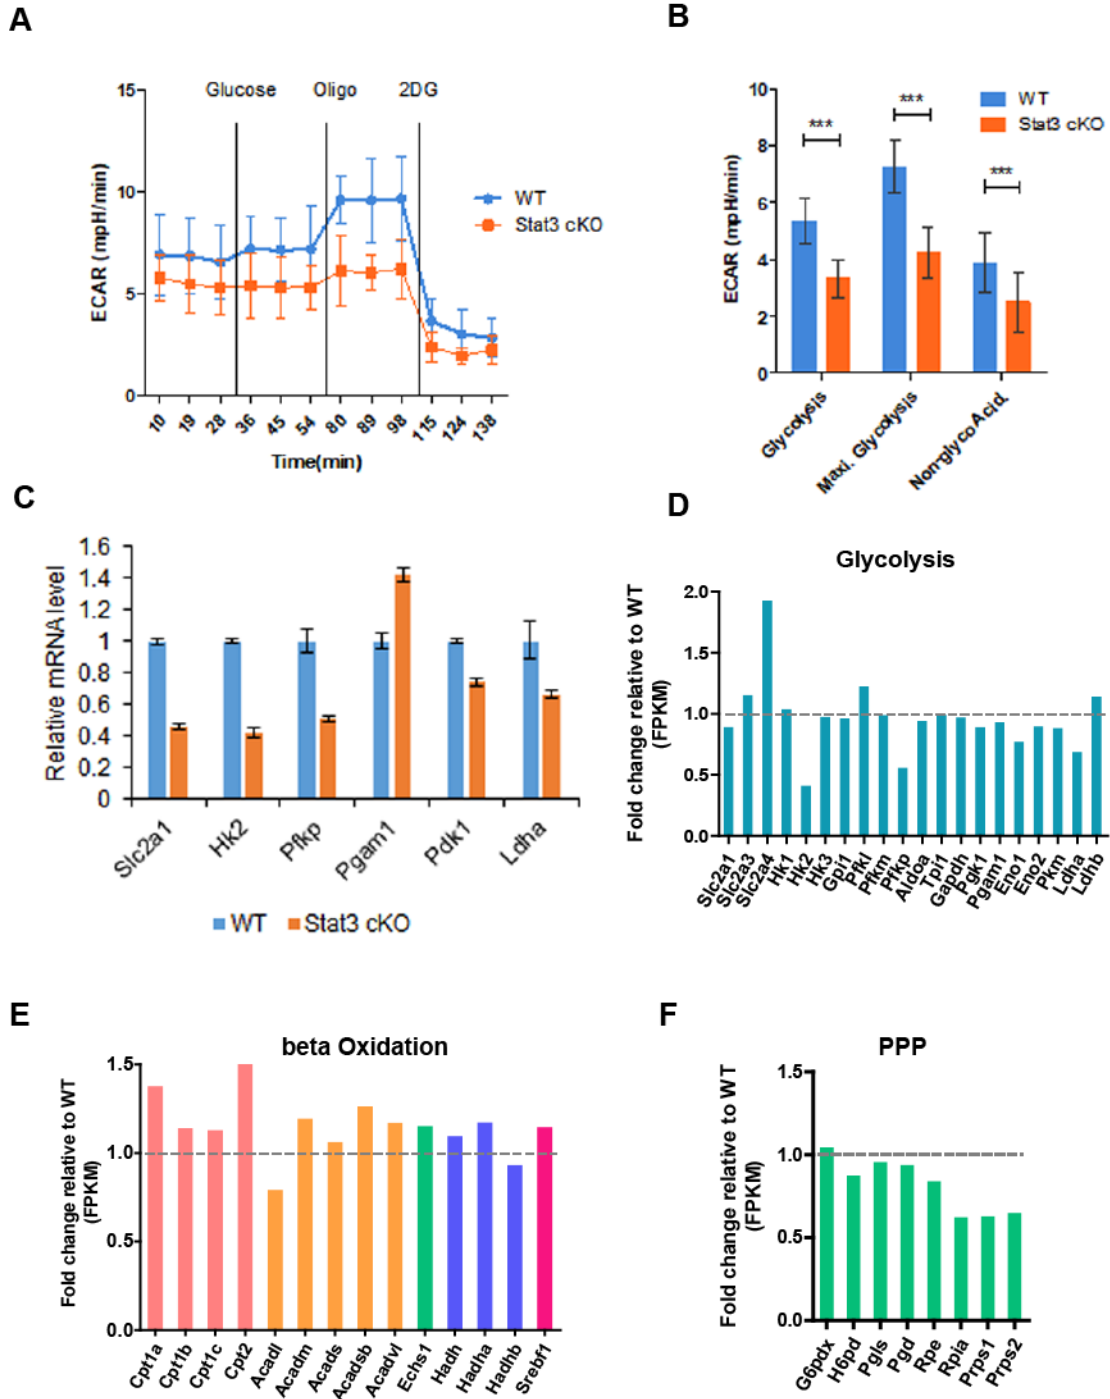

**Supplementary Figure S5** Change in other metabolic pathway in *Stat3* cKO neural progenitors. (A~B)

Seahorse experiment showed ECAR was downregulated in *Stat3* cKO neural progenitors. (n=3, N=4). (C)

RT-qPCR showed expression of glycolysis pathway genes was downregulated in *Stat3* cKO. (D~F) RNA-

seq data showed that expression of most of the genes involved in glycolysis and pentose phosphate

pathway (PPP) was downregulated in *Stat3* cKO, while that of fatty acid beta-oxidation was upregulated.

Error bars represent mean  $\pm$  standard deviations. \*\*\*  $p < 0.005$

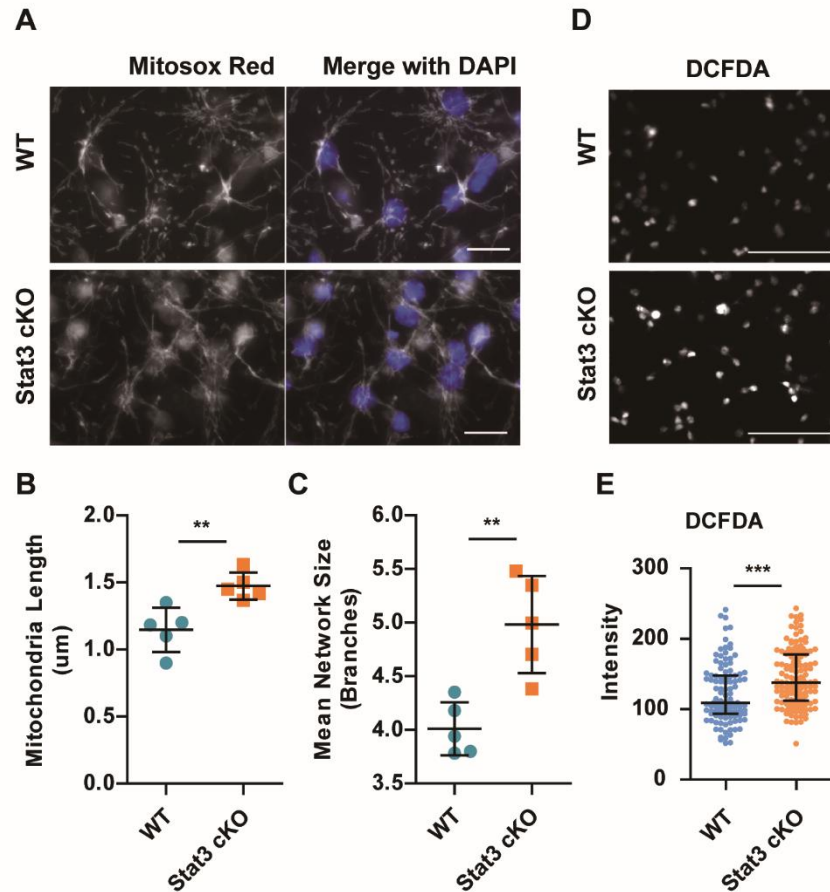

**Supplementary Figure S6** STAT3 negatively regulate ROS production and mitochondrial length in neural progenitors. **(A)** Microscopic observation of the Mitosox Red stained neural progenitors. **(B~C)** The length and branch numbers of the MitoSox Red stained mitochondria in neural progenitors were analyzed by ImageJ plugin MiNA. *Stat3* cKO increased the length and the branch number of mitochondria. Each dot in the chart represent the average value in an individual image. Error bars represent mean  $\pm$  standard deviations. **(D~E)** Microscopic observation showed ROS production level in *Stat3* cKO was higher compared to WT. Dots in **(E)** represent cells from two independent experiments. Error bars represent the median and the interquartile range. \*\*  $p < 0.01$ , \*\*\*  $p < 0.005$ , n.s. not significant.

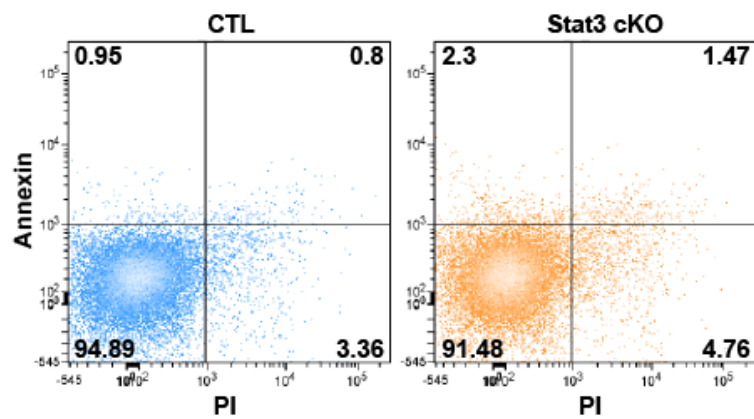

**Supplementary Figure S7** *Stat3* cKO lead to slight increase in apoptosis in neural progenitors.

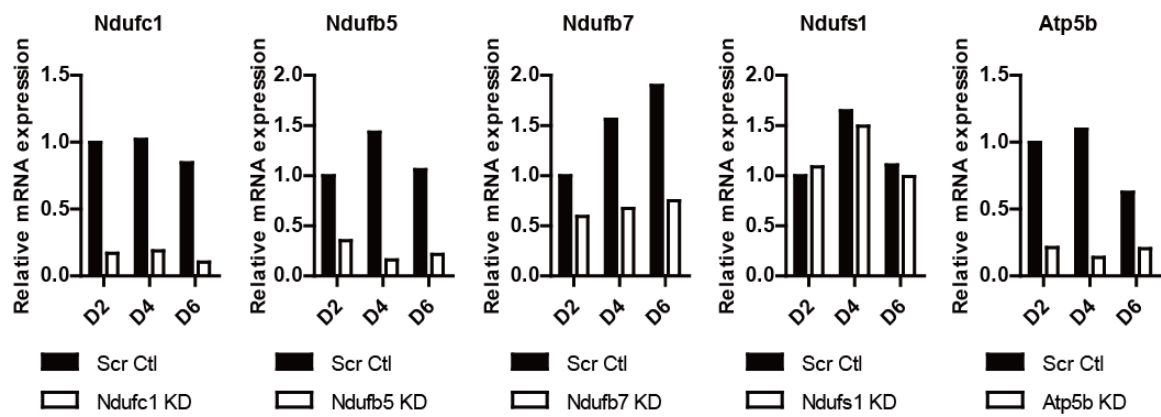

**Supplementary Figure S8** Knockdown efficiency validation. RT-qPCR was used to validate the knockdown efficiency at different timepoints. Gene expression was normalized to that of *Gapdh*.

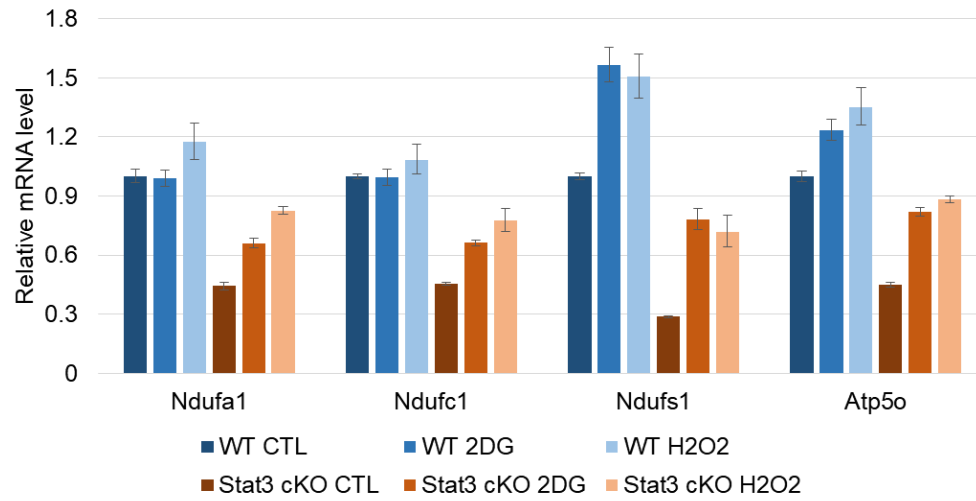

**Supplementary Figure S9** Change in the OXPHOS genes expression under drug intervention. RT-qPCR showed that treatment with 4mM 2DG or 10uM H2O2 resulted in the promotion of OXPHOS genes expression. Error bars represent mean  $\pm$  standard deviations.

**Supplementary Table S1** Genotyping primers

| Name         | Sequence                    |
|--------------|-----------------------------|
| Stat3-f-F    | ATTGGAACCTGGGACCAAGTGG      |
| Stat3-f-R    | ACATGTACTTACAGGGTGTGTGC     |
| Nestin-cre-F | CCT TCC TGA AGC AGT AGA GCA |
| Nestin-cre-R | GCC TTA TTG TGG AAG GAC TG  |

**Supplementary Table S2** SFM recipe

| Component (Stock concentration) | 100ml   | Company    | Catalog No. |
|---------------------------------|---------|------------|-------------|
| DMEM/F12                        | 94.3 ml | Invitrogen | 1669926     |
| 30% D-glucose                   | 2 ml    | Sigma      | G8270       |
| 1M HEPES                        | 0.5 ml  | Sigma      | H0887       |
| Progesterone (1mg/ml in EtOH)   | 6.25 ul | Sigma      | P8387       |
| Putrescine (10uM)               | 1 ml    | Sigma      | P5780       |
| B27                             | 2 ml    | Invitrogen | 17504-044   |
| ITSS (10mg/ml)                  | 100 ul  | Roche,DKSH | 100053423   |
| Heparin (25mg/ml)               | 7.32 ul | Sigma      | H0200000    |

In 100ml SFM, add:

20ul EGF, 500X (sigma: E1257 0.1mg in 1ml PBS/0.1%BSA)

20ul FGF, 500X (sigma: F0291 25ug in 1ml 5mM Tris.HCl PH7.6)

**Supplementary Table S3** RT-qPCR Primers

| Name             | Sequence               |
|------------------|------------------------|
| mAtp5b_rtqpcr_F  | ACCTCGGTGCAGGCTATCTA   |
| mAtp5b_rtqpcr_R  | AATAGCCCGGGACAACACAG   |
| mAtp5g1_rtqpcr_F | TTCTCCAGCTCTGATTCGCT   |
| mAtp5g1_rtqpcr_R | GCAGGAAGGCTGCTTAGATG   |
| mAtp5h_rtqpcr_F  | TTGACTGGGCTTACTACAGGG  |
| mAtp5h_rtqpcr_R  | CAGCTCTTCACATCCTCCTTCT |
| mAtp5o_rtqpcr_F  | TGTTTCAGGTCTACGGCATCG  |
| mAtp5o_rtqpcr_R  | CCTTCAGGAGTTGCCCTACG   |
| mCyc1_rtqpcr_F   | ATCGTTTCGAGCTAGGCATGG  |
| mCyc1_rtqpcr_R   | GCCGGGAAAGTAAGGGTTGA   |

|                  |                           |
|------------------|---------------------------|
| mNdufa1_rtqpcr_F | GAGTAACGGTGCGGAGATGT      |
| mNdufa1_rtqpcr_R | AACTCGTTTTTCTTGCCCC       |
| mNdufb5_rtqpcr_F | ATGACGCTCGCTTCTTGAGG      |
| mNdufb5_rtqpcr_R | GCAAGCTCGGCTTCACCAAT      |
| mNdufb7_rtqpcr_F | ACACTGCAGCAACGTGACTA      |
| mNdufb7_rtqpcr_R | GCGTTTCACGTAATCCAGGTG     |
| mNdufc1_rtqpcr_F | AGCTGCTCTTCAACACGGTC      |
| mNdufc1_rtqpcr_R | TCCACATGAAAACCGAGGCG      |
| mNdufs1_rtqpcr_F | AAAGTGGCCCTCATCGGTAG      |
| mNdufs1_rtqpcr_R | AGCATCCTTTAAGACCTCGCA     |
| mUqcrh_rtqpcr_F  | ACTCTGGTTGCGCTTGTTGG      |
| mUqcrh_rtqpcr_R  | TCCTCTTCTTCCTCTTTGGGGT    |
| mGapdh_rtqpcr_F  | CCCCAGCAAGGACACTGAGCAA    |
| mGapdh_rtqpcr_R  | GTGGGTGCAGCGAACTTTATTGATG |

**Supplementary Table S4** ChIP-qPCR primers

| Name              | Sequence                 | Relative Position to TSS |
|-------------------|--------------------------|--------------------------|
| mAtp5b_ChIP_F1    | CTGCCACCGCCTAGTAAAGC     | -9055                    |
| mAtp5b_ChIP_R1    | CAGAAAAGGGGCACACATACTT   |                          |
| mAtp5b_ChIP_F2    | GCTTAGCGTATTCTTCCTTTCTAC | -763                     |
| mAtp5b_ChIP_R2    | GCTCAAGATTCCAGGAGCCA     |                          |
| mAtp5o_ChIP_F1    | CCAAATGAAAAGAGACTACTGGCG | -20                      |
| mAtp5o_ChIP_R1    | CGGCAGGTACGGACTACAAC     |                          |
| mCyc1_ChIP_F1     | CGAGACCAGGGAGCTCTACTTA   | -11290                   |
| mCyc1_ChIP_R1     | CTCATCCGGGAAGGGTAGTTTG   |                          |
| mNdufa1_ChIP_F1   | GCGCTCGCAGAAATAATGCC     | -907                     |
| mNdufa1_ChIP_R1   | GAGCTTGATGAGGGTCGCTA     |                          |
| mNdufa1_ChIP_negF | TAGCCGAAAACCTTGCCTCCTG   | +2634                    |
| mNdufa1_ChIP_negR | CTCCAAAACCTTTGCCCGTAA    |                          |
| mNdufa1_ChIP_F2   | AACGTGCACACCTGACGG       | -185                     |
| mNdufa1_ChIP_R2   | CTCCTCCTATCTGATCCGCTG    |                          |
| mNdufb5_ChIP_F1   | GTATGCAGATCACTACCAAAGC   | -3388                    |
| mNdufb5_ChIP_R1   | AGTCAGGACATTGAGCTAGAACTG |                          |
| mNdufb5_ChIP_F2   | ATCTGCCGGACAATCTGTGT     | -663                     |

|                   |                           |       |
|-------------------|---------------------------|-------|
| mNdufb5_ChIP_R2   | CTTCCTCGGACTCGCAGTG       |       |
| mNdufb5_ChIP_negF | CATCCACAAAGCGGGAAC TTG    | +6784 |
| mNdufb5_ChIP_negR | ACAGGTTACGGAGAGTCATGC     |       |
| mNdufb7_ChIP_F1   | TTCTGT TAAATGTCACCCGTCCT  | -5629 |
| mNdufb7_ChIP_R1   | ACTTTTACACCTGGTACCCAACA   |       |
| mNdufb7_ChIP_F2   | CAAAAGAGCTGGGTGTGGTATC    | -2713 |
| mNdufb7_ChIP_R2   | GAGACAGGATTTCTCTGTGT      |       |
| mNdufb7_ChIP_F3   | GTTTCATCTCTATGACCCCGC     | -29   |
| mNdufb7_ChIP_R3   | CATGGCTACTCTGCCTTACCC     |       |
| mNdufb7_ChIP_F4   | GAGTCAGAGCTCACCGTCAC      | +6483 |
| mNdufb7_ChIP_R4   | GGCAGTAACCAAATACTGACTTCTC |       |
| mNdufc1_ChIP_F1   | TTCACAAACACACAGATAAACTTCC | -1643 |
| mNdufc1_ChIP_R1   | AACCATTATCTTGTAGCTCATCCAA |       |
| mNdufc1_ChIP_F2   | TAATTGGGGGTAGAAAGATGGCT   | -2229 |
| mNdufc1_ChIP_R2   | TCCCTCTCTTCAGACACATCAAA   |       |
| mNdufc1_ChIP_F3   | TGTCTTCAGACCCACACAAGAA    | -1508 |
| mNdufc1_ChIP_R3   | AACCAAACTGTTGGGCTGGA      |       |
| mNdufs1_ChIP_F2   | GTCTGCGATGGCCAGATTGA      | -7091 |
| mNdufs1_ChIP_R2   | CTGGGACTCGTTCACTGGAT      |       |
| mNdufs1_ChIP_F3   | AGGAGTTTTCCGGACGCTCT      | -303  |
| mNdufs1_ChIP_R3   | GGGGTTTTTCAGGTCTCCGAA     |       |
| mNdufs1_ChIP_F4   | CAAGTTTGTGAGGTTTCATGTCTGT | +988  |
| mNdufs1_ChIP_R4   | CACCCTGGCTCTAATATCTTGGC   |       |
| mNdufs1_ChIP_F5   | CCCCAACTCTTGATGTAGTGC     | +1699 |
| mNdufs1_ChIP_R5   | GTACTGATGAGGCCAAGCACAG    |       |
| mGfap_ChIP_F1     | TCCTTTTGTGCCCACGAGT       | -1436 |
| mGfap_ChIP_R1     | TACAAGCTCCCAGCTCAATAG     |       |
| mGfap_ChIP_F2     | TGACTCTGGGTACAGTGACCTC    | -1    |
| mGfap_ChIP_R2     | CTTTATGGAGGAACGGGTTGG     |       |
| mGfap_ChIP_F3     | ACCCTTTGAAAGAGCATAGCAAA   | -2971 |
| mGfap_ChIP_R3     | CCAGCGACTGTCCTACAAGC      |       |

**Supplementary Table S5** Primers for luciferase reporter generation.

| Name                   | Sequence                        |
|------------------------|---------------------------------|
| mNdufc1_luc_F1_HindIII | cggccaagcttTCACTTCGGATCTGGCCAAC |

|                       |                                   |
|-----------------------|-----------------------------------|
| mNdufc1_luc_R1_XhoI   | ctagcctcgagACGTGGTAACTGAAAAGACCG  |
| mNdufc1_mut_F1        | ccgcggtcccgataggctccggt           |
| mNdufc1_mut_R1        | agcctatcgggaccgcggaggcc           |
| mNdufs1_luc_KpnI_F1   | gccggtaccCCAGACTTGCCACAGGTTTCA    |
| mNdufs1_luc_NheI_R1   | ctcgctagcTTCAACTTGCCCACTTCAACG    |
| mNdufs1 luc mut F1    | GGGCTCGCTCTCGGttATTGCCGAACAGGT    |
| mNdufs1 luc mut R1    | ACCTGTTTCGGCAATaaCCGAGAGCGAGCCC   |
| mNdufb7_luc_XhoI_F1   | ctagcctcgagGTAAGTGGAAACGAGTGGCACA |
| mNdufb7_luc_BglII_R1  | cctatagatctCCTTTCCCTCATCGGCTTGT   |
|                       | CTAGATGACCCGGttGACACTGAAGGGGCA    |
| mNdufb7 luc mut F1    | GTGCaaCCAGGTGGGAGCG               |
|                       | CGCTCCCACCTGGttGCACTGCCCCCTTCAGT  |
| mNdufb7 luc mut R1    | GTCAAACGGGTCATCTAG                |
| mAtp5o_luc_F1_HindIII | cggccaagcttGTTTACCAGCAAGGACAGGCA  |
| mAtp5o_luc_R1_XhoI    | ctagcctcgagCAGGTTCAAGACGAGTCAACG  |
| mAtp5o_mut_R1         | acatttgacagcaagccgagcga           |
| mAtp5o_mut_F1         | cggaaaccgactaccgaggaagg           |

**Supplementary Table S6** Primers for shRNA vectors generation

| Name               | Sequence                                                         |
|--------------------|------------------------------------------------------------------|
| Ndufc1_shR_F_BamHI | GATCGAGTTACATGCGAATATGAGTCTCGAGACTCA<br>TATTCGCATGTAACCTCTTTTTTG |
| Ndufc1_shR_R_EcoRI | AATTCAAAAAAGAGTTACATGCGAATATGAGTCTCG<br>AGACTCATATTCGCATGTAACCTC |
| Ndufb5_shR_F_BamHI | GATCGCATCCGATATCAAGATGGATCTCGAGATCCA<br>TCTTGATATCGGATGCTTTTTG   |
| Ndufb5_shR_R_EcoRI | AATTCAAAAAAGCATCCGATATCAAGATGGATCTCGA<br>GATCCATCTTGATATCGGATGC  |
| Ndufb7_shR_F_BamHI | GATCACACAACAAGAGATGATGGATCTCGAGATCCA<br>TCATCTCTTGTTGTGTTTTTG    |
| Ndufb7_shR_R_EcoRI | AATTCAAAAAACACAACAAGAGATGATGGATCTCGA<br>GATCCATCATCTCTTGTTGTGT   |
| Ndufs1_shR_F_BamHI | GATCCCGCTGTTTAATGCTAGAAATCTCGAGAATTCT<br>AGCATTAACAGCGGTTTTTG    |
| Ndufs1_shR_R_EcoRI | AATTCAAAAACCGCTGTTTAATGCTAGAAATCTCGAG<br>AATTCTAGCATTAACAGCGG    |
| Atp5b_shR_F_BamHI  | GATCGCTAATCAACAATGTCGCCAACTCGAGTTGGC<br>GACATTGTTGATTAGCTTTTTG   |
| Atp5b_shR_R_EcoRI  | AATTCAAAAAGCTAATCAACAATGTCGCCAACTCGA<br>GTTGGCGACATTGTTGATTAGC   |

|                      |                                   |
|----------------------|-----------------------------------|
| Scramble_shR_F_BamHI | GATCATCAACCGGATGGACGTAAA          |
|                      | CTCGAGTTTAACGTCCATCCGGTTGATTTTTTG |
| Scramble_shR_R_EcoRI | AATTCAAAAAATCAACCGGATGGACGTAAA    |
|                      | CTCGAGTTTAACGTCCATCCGGTTGAT       |

---

How the deposited data were processed for this re-analysis (not part of the article)

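RNA-seq was analysed for 4 libraries of cultured neural progenitors: E11 CTL, E11 *Stat3* cKO, E14 CTL and E14 *Stat3* cKO, with 1 library in each group. The progenitors had been kept in culture for 3 days. The authors aligned reads with TopHat after a FastQC check and estimated expression with Cufflinks, and they deposited FPKM values. FPKM corrects for transcript length and for the number of mapped fragments, and any further scaling between libraries is not stated. The versions of these tools, the genome build and the annotation are not named in the paper's text. No step before the FPKM values was repeated.

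Values were used as deposited. Genes with a mean of at least 1 FPKM over the 4 libraries were analysed (12449 of 21091 entries), by plain ratios without a pseudocount. A gene with a value of 0 in either library was left out of the medians. In the counts of genes that changed at least 2-fold and in the classes of genes that rose, a 0 in 1 library counted as a rise or a fall. Between genotypes 12430 genes had a ratio at each stage, and between stages 12430 had one in CTL and 12426 in *Stat3* cKO. A gene counted as higher or lower when its ratio reached 2. A list of genes was summarised by its median log2 ratio and by the percentile of that median, or of a count of members, among 10000 random lists of the same size. Random lists were drawn with a fixed seed from 20 bins of mean expression, and a list was called outside its random lists below percentile 2.5 or above 97.5. With 1 library per group there was no test between groups, and no p-value across genes was computed. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

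Before the data were examined, 28 gene lists were written by symbol, from the paper's panels and from general knowledge of each pathway, in place of the annotation databases. The rule for naming single genes, written at the same time, took in *Stat3*, every gene the paper names for these libraries in its text or its panels, and the 5 largest rises and 5 largest falls at E14 among genes with a mean of at least 5 FPKM that changed the same way by at least 1.5-fold at E11. Not all panel genes it took in are named. Those given singly were picked after their values had been seen, and the count over the whole panel stands beside them. Outside this rule, genes of the sex list written before and their X-linked partner are named, and so are *Rn45s*, *Lars2*, *Twist1* and the genes that led to tests of explanations, all chosen after their values were seen. GC content and length were taken from the longest transcript of each gene in GENCODE M21, and 98.7% of the genes analysed had both.

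The steps were tested on simulated data. Of 20 lists of 10 genes lowered by 0.5 on the log2 scale, 13 fell below percentile 2.5, and of 20 lists lowered by 1, all 20 did. The pass mark was first set on the smaller shift, which missed it, and was then moved to the larger one. Of 200 lists of unchanged genes, drawn at random with noise independent between genes, 10 fell outside the limits. The genes of a pathway can move together in 1 library, so this share need not hold for the lists analysed here. All 200 genes raised by 2 on the log2 scale at E14 in CTL alone, in values without noise, were placed in that class. Without noise this outcome was fixed by the setting, so it says nothing about genes near the threshold. The relative depth was recovered with an error of at most 0.317%. The smaller shift shows that a list of 10 genes changed by 0.5 can be missed.

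The alternatives tried were pseudocounts of 0.1 and 1, setting the median log2 ratio of all genes to 0, upper-quartile scaling of each library, a minimum mean of 5 FPKM or none, thresholds of 1.5 and 3, the OXPHOS subunits without the 11 genes the paper follows, random lists matched on E14 CTL expression, and Pearson's r in place of Spearman's. Alternatives used 2000 random lists. Leaving out the X and Y chromosomes, and matching random lists on GC content and length, were added after the data had been seen. Left out were the test of differential expression, the database of binding sites and the pathway annotation, which cannot be repeated from single FPKM values without their databases. RT-qPCR, ChIP-qPCR, protein and flux measurements have no values among those deposited and were not analysed here.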

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

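The results below stood out because CTL and *Stat3* cKO differed in opposite directions at E11 and E14, or because a signal appeared in genes the paper does not discuss. The 28 gene lists, the scaling and the filter were chosen before the data were examined, and the gene lists made for the tests were not. All tests below were chosen only after the result they address was seen. The value tested was itself already known for the tests of a shared shift, of scaling, of sex, of a mislabelled sample and of a trace of reads from another library.

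The DNA replication genes had a median log2 ratio of *Stat3* cKO to CTL of -0.63 at E14 and 0.32 at E11. The cell cycle genes had -0.60 and 0.35, the purine synthesis genes -0.60 and 0.24, and the pyrimidine synthesis genes -0.46 and 0.23. The replication and cell cycle lists have genes in common, and so do the purine and pyrimidine lists, so the values are not separate signals. These lists lay outside their random lists at both stages. The OXPHOS subunits (0.096), proteasome genes (0.15), mitochondrial ribosomal proteins (0.11) and import and chaperone genes (0.084) were also above 0 at E11, but within their random lists there. The difference between the stages was not tested, since each group has 1 library. At E14, the 74 replication and cell cycle genes together differed by -0.40 on the log2 scale from genes of similar expression, so a shift shared by such genes does not account for it. Against random lists matched on GC content and length as well, the difference was -0.38, so neither property accounts for it. With the median of all genes set to 0, their median was -0.44, so scaling of that kind does not account for it either. Over the autosomal members the median was -0.51. An effect of sex on autosomal genes would not be seen this way, and the pattern cannot be told apart from the sex of the embryos. A lower response to FGF and ERK signalling was tested as a candidate explanation on 15 response genes other than those that led to it. Their median log2 ratio was -0.97 at E14, below their random lists, and 0.039 at E11, at percentile 57.9. Of the 15, 4 also stand in gene lists whose medians were already known, 3 of them among canonical STAT3 targets, and the other 11 had the same median of -0.97. The replication and cell cycle difference at E14 may therefore go with weaker growth factor signalling in the E14 *Stat3* cKO culture. Whether that would come from genotype, sex or the handling of 1 culture was not tested. *Ccnd1* (210 and 34.2 FPKM in E14 CTL and *Stat3* cKO), *Dusp6* (60.4 and 10.3), *Spry1* (28.5 and 6.04) and *Spry2* (73.7 and 25.3) led to this hypothesis and were chosen after their values were seen.

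At E11, the replication and cell cycle genes lay 0.26 above random lists matched on expression, GC content and length. Stress in the E11 CTL culture was tested on 20 integrated stress response genes other than those seen first, and their median log2 ratio of *Stat3* cKO to CTL was -0.72, below their random lists. Without 2 that also stand in the one carbon list it was -0.74. A difference in sterol supply was tested on 17 sterol synthesis genes, and their median was 0.63, above their random lists. At E14 the sterol genes had a median of -0.42 (percentile 0.080, lower in 15 of 17), so they moved with the replication genes at both stages and may be part of the same pattern rather than its cause. The stress genes were at -0.24 at E14 (percentile 8.04). Stress in the E11 CTL culture remains a candidate explanation of the E11 difference. *Atf5* (99.8 FPKM in CTL and 19.4 in *Stat3* cKO), *Nupr1* (71.4 and 12.9) and *Idi1* (21.7 and 70.5) were among the genes seen first. *Stat3* had a log2 ratio of -0.14 at E11, so it does not separate these libraries. The paper gives deletion by E14, so incomplete deletion at E11 was not ruled out either. Of 11 canonical STAT3 targets, 9 were lower in E11 *Stat3* cKO, which speaks against an exchange of the E11 samples, but their median was within the random lists (percentile 7.30). Among genes with a mean of at least 5 FPKM that changed at least 1.5-fold at both stages, 43 changed in the same direction and 51 in opposite directions, which does not separate the cases. An exchange of the E11 samples was therefore not ruled out.

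The astrocyte markers had a median log2 ratio of *Stat3* cKO to CTL of 0.91 at E14 and -0.31 at E11. The difference between the stages was not tested, and the E11 value was 0.089 with a minimum mean of 5 FPKM. Against random lists matched on expression, GC content and length, the E14 median was higher by 0.95. More cells of the oligodendrocyte lineage was tested as a candidate explanation on 16 genes other than those seen first. Their median was 0.77 at E14, above their random lists, so a shift in the glial cells of the E14 *Stat3* cKO culture that is not limited to astrocytes may be present. *Sox10* (6.74 and 20.6 FPKM) and *Gpr17* (5.58 and 21.3) were the genes seen first. Y-linked transcripts also separate the E14 libraries, and the pattern cannot be told apart from the sex of the embryos.

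The Y-linked genes, which the paper does not discuss, gave a signal in 1 library. *Ddx3y* had 25.1 FPKM in E14 *Stat3* cKO, 0.0569 in E14 CTL and 0 in both E11 libraries. In the same library *Eif2s3y* had 40.02 FPKM, *Kdm5d* 13.9 and *Uty* 14.7. *Xist* had 46.9 FPKM in E11 CTL, 39.7 in E11 *Stat3* cKO, 13.6 in E14 CTL and 0.037 in E14 *Stat3* cKO. If the E14 *Stat3* cKO embryos were male and the others female, X-linked genes with a Y-linked partner would be lower there than other X-linked genes. They were, by a median difference of -0.47 over 4 genes. A mislabelled sample is not borne out, because *Stat3* had a log2 ratio of -1.53 at E14. A trace of reads from another library is not borne out either, because *Ddx3y* was at 0.210 times *Ddx3x* in that library. The values are consistent with male embryos in E14 *Stat3* cKO alone. In that case each E14 difference between genotypes is also a difference between sexes, and so is each difference between the *Stat3* cKO libraries.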

How the results depend on the processing

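Each result was recomputed with 1 choice changed at a time. A list's median counted as changed when it moved by more than the SD of its random-list medians, a count when it moved by more than 1.5-fold, and a single gene when it moved by more than 0.1 on the log2 scale. Leaving out the sex chromosomes and matching on GC content and length were chosen after the data had been seen. Of the medians recomputed under the alternatives, 248 stayed within that margin, 70 moved in size and 6 changed sign. No alternative on counts was run, because FPKM values hold none, so size factors were not compared. No paired analysis was possible because each group has 1 library. The depth of each library is unknown, so the precision of low values, such as those of *Gfap*, cannot be given.

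Scaling changed the counts of genes that rose from E11 to E14. With the median of all genes set to 0, 478 genes rose in CTL alone, and the members of the lists that did so were 19 for OXPHOS subunits, 3 for the 11 OXPHOS target genes, 18 for mitochondrial ribosomal proteins, 9 for DNA replication, 13 for cell cycle and 0 for proteasome. With upper-quartile scaling, 302 genes rose in CTL alone and 602 in both genotypes, and the members were 7 for OXPHOS subunits, 1 for the 11 OXPHOS target genes, 6 for mitochondrial ribosomal proteins, 8 for import and chaperone genes, 5 for DNA replication, 8 for cell cycle, 6 for purine synthesis, 5 for pyrimidine synthesis, 0 for proteasome and 3 for disease genes outside OXPHOS. Of the genes changed at least 2-fold between genotypes at E14, 47.6% were lower in *Stat3* cKO as deposited, 38.7% with the median set to 0 and 29.1% with upper-quartile scaling. Of those changed between stages in CTL, 46.01%, 61.1% and 71.3% were lower at E14, and in *Stat3* cKO 53.4%, 57.0% and 62.8%. Upper-quartile scaling moved the median log2 ratio of all genes from -0.079 to 0.074 at E14, from 0.21 to -0.16 between stages in CTL and from 0.058 to -0.091 in *Stat3* cKO. The counts also moved among their random lists. With upper-quartile scaling the OXPHOS subunits went from percentile 100 to 91.8, the 11 OXPHOS target genes from 99.99 to 70.2 and proteasome from 91.8 to 9.68, and with the median set to 0 proteasome was at 2.78. The excess of OXPHOS subunits in CTL alone therefore did not hold under upper-quartile scaling, but with the median set to 0 it did, at percentile 100. For the 11 OXPHOS target genes the excess held under neither scaling, since with the median set to 0 they were at percentile 95.625.

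With a threshold of 1.5, 1595 genes rose in CTL alone, 2180 in both genotypes and 518 in *Stat3* cKO alone, and the members in CTL alone were 5 for OXPHOS subunits, 0 for the 11 OXPHOS target genes, 8 for import and chaperone genes and 22 for proteasome. With a threshold of 3, the classes held 224, 404 and 195 genes, and the members were 5 for OXPHOS subunits, 0 for the 11 OXPHOS target genes, 3 for mitochondrial ribosomal proteins, 4 for import and chaperone genes, 4 for DNA replication, 4 for cell cycle, 3 for purine synthesis, 3 for pyrimidine synthesis, 3 for one carbon pool, 0 for proteasome and 5 for disease genes outside OXPHOS. The OXPHOS subunits were at percentile 0 of their random lists with a threshold of 1.5 and at 83.75 with 3, and the mitochondrial ribosomal proteins at 83.4 with 3. The import and chaperone genes were at 85.95 with 1.5. With 1.5 the proteasome genes were at 100 and the one carbon pool genes at 84.675, against 91.8 and 99.67 with a threshold of 2. The disease genes outside OXPHOS were at 97.525 with 3, just outside the limits, against 73.3 with 2. The 11 OXPHOS target genes were at 2.05 with 1.5 and at 30.1 with 3. The genes that rose in *Stat3* cKO alone numbered 204 with a minimum mean of 5 FPKM and 1782 with none.

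For *Stat3* cKO against CTL at E14, setting the median of all genes to 0 gave medians of -0.0098 for glycolysis, -0.038 for OXPHOS subunits, -0.20 for mitochondrial ribosomal proteins, -0.38 for import and chaperone genes, -0.55 for DNA replication, -0.53 for cell cycle, -0.52 for purine synthesis, -0.39 for pyrimidine synthesis, -0.26 for proteasome and -0.072 for disease genes outside OXPHOS. Upper-quartile scaling gave 0.57 for radial glia markers, -0.33 for IPC markers, -0.098 for neuron markers, -0.0033 for deeper layer markers, 0.064 for glycolysis, 0.35 for beta-oxidation, -0.068 for pentose phosphate pathway, 0.036 for OXPHOS subunits, -0.0015 for the 11 OXPHOS target genes, -0.12 for mitochondrial ribosomal proteins, -0.31 for import and chaperone genes, -0.48 for DNA replication, -0.45 for cell cycle, -0.44 for purine synthesis, -0.31 for pyrimidine synthesis, -0.22 for one carbon pool, -0.19 for proteasome and 0.0018 for disease genes outside OXPHOS. The signs for glycolysis, OXPHOS subunits and disease genes were reversed there. These shifts follow from the shift of all genes given above. A pseudocount of 1 gave -0.52 for cell cycle, and leaving out the X and Y chromosomes gave -0.52 for purine synthesis. Across the alternatives the DNA replication genes stayed between -0.63 and -0.48, at percentile 0 in each. Single genes changed sign as well, and 60 were run singly. With the median set to 0, *Ndufc1* was at 0.029 and *Atp5o* at 0.017. With upper-quartile scaling, *Ndufc1* was at 0.10, *Atp5o* at 0.091, *Hadhb* at 0.053, *Bcl11b* at 0.038, *Uqcrh* at 0.037 and *Cyc1* at 0.011. The 60 single genes moved without a change of sign 68 times. Over the paper's panels and the 11 OXPHOS genes, 109 genes together, 11 changed side of a ratio of 1 with the median set to 0 and 20 with upper-quartile scaling.

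For *Stat3* cKO against CTL at E11, setting the median to 0 gave 0.038 for OXPHOS subunits, 0.26 for DNA replication, 0.29 for cell cycle, 0.18 for purine synthesis, 0.17 for pyrimidine synthesis and 0.31 for glycolysis. Upper-quartile scaling gave 0.028 for OXPHOS subunits, 0.25 for DNA replication, 0.28 for cell cycle, 0.17 for purine synthesis, 0.16 for pyrimidine synthesis and 0.30 for glycolysis. The astrocyte markers were at -0.073 with a pseudocount of 1 and at 0.089, a change of sign, with a minimum mean of 5 FPKM, and the cause was not tested.

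For E14 against E11 in CTL, setting the median to 0 gave 0.86 for OXPHOS subunits, 0.96 for the 11 OXPHOS target genes, 0.72 for mitochondrial ribosomal proteins, 0.86 for import and chaperone genes, 0.84 for DNA replication, 0.80 for cell cycle, 1.00 for purine synthesis, 0.93 for pyrimidine synthesis, 0.21 for one carbon pool, 0.56 for proteasome and 0.30 for disease genes outside OXPHOS. Upper-quartile scaling gave 0.70 for OXPHOS subunits, 0.80 for the 11 OXPHOS target genes, 0.57 for mitochondrial ribosomal proteins, 0.70 for import and chaperone genes, 0.68 for DNA replication, 0.64 for cell cycle, 0.84 for purine synthesis, 0.78 for pyrimidine synthesis, 0.057 for one carbon pool, 0.40 for proteasome and 0.15 for disease genes outside OXPHOS. In *Stat3* cKO, upper-quartile scaling gave 0.70 for OXPHOS subunits, 0.38 for mitochondrial ribosomal proteins, 0.39 for import and chaperone genes, -0.039 for DNA replication, -0.16 for cell cycle, 0.21 for purine synthesis, 0.19 for proteasome and 0.033 for disease genes outside OXPHOS, where the sign for DNA replication was reversed. A minimum mean of 5 FPKM gave 0.074 for cell cycle and 0.28 for disease genes outside OXPHOS, where the sign for cell cycle was reversed, and the cause was not tested.

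Of the percentiles recomputed with other matching, 90 kept their side of the limits and of 50, 4 were no longer outside the limits, 3 newly lay outside them and 3 changed side of 50. With matching on expression, GC content and length, glycolysis at E14 was at percentile 36.9 and the disease genes between stages in *Stat3* cKO at 51.6. With matching on E14 CTL expression, pyrimidine synthesis between stages in *Stat3* cKO was at 43.5. The medians that newly lay outside were those of the OXPHOS subunits between genotypes at E14 (99.4) and of cell cycle (0.55) and one carbon pool (2.25) between stages in *Stat3* cKO, all with matching on E14 CTL expression. Those no longer outside with that matching were the 11 OXPHOS target genes between stages in CTL (96.8) and in *Stat3* cKO (96.25) and import and chaperone genes in *Stat3* cKO (94.2). The last was at 96.6 with matching on GC content and length. The cause was not tested. The 6 correlations between libraries stayed within 0.05 with Pearson's r.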

Differences from the paper's values

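The paper's values for these libraries are the bars of Supplementary Figures S2 and S5, and 100 of them were read by eye. A bar that shows a ratio (73 bars) was counted as different beyond 1.5-fold, and a bar that shows a log2 ratio (27 bars) beyond 0.05. With the FPKM values as deposited and no pseudocount, 0 of the 100 differed from the paper's, and the largest gap of a ratio bar was 0.064 on the log2 scale. Among the alternatives set before the data were examined, 1 differed with a pseudocount of 0.1, 10 with a pseudocount of 1, 27 with the median of all genes set to 0 and 27 with upper-quartile scaling. In each of the last 2 counts these are all the log2 bars and none of the ratio bars, since the margin for ratio bars is too wide to show a change of scaling. At a margin of 0.05 on the log2 scale, 8 of the 73 ratio bars differed as deposited, 11 with a pseudocount of 0.1, 24 with a pseudocount of 1, 66 with the median set to 0 and 73 with upper-quartile scaling. The numbers of genes in the paper's Figure 2 follow a test and a filter on binding sites and were not compared.

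Some statements in the paper's text and legends can be set beside single values. The text names *Sfrp2* among the radial glia markers of Supplementary Figure S2A, which plots *Sfrp1*. The log2 ratio of *Sfrp2* was 0.33 and that of *Sfrp1* 0.52. The legend of Supplementary Figure S2 describes IPC, neuron and deeper layer markers as decreased and upper layer markers as increased. It does so without the word most, which the text uses for the IPC and neuron markers. Single exceptions in the IPC, neuron and upper layer panels were *Nhlh1*, with a ratio of 1.58 from 0.368 and 0.581 FPKM, *Foxp2*, with 1.02, and *Pvrl3*, with 0.8703. Of the 21 deeper layer markers, 5 were higher, with *Foxp2* among them and the highest ratio, 1.15, in *Rorb*. The beta-oxidation genes are described as a group, and 12 of 14 were higher. The lower OXPHOS expression in E14 *Stat3* cKO is reported by the paper from RT-qPCR and said to match the RNA-seq analysis without values by gene. In these libraries 10 of the 11 genes were lower (6 with upper-quartile scaling) and *Ndufa1* had a ratio of 1.03. The text ranks OXPHOS ahead of purine metabolism and pyrimidine metabolism. The share of listed genes that rose at least 2-fold in CTL alone was 38.96% for the OXPHOS subunits, 52% for purine synthesis and 50% for pyrimidine synthesis. This share is not the paper's enrichment measure, and the purine and pyrimidine lists have genes in common. With a threshold of 1.5, 5 of the 77 OXPHOS subunits rose in CTL alone. The paper reports faster proliferation in *Stat3* cKO from neurosphere size, CFSE dilution and Ki67 staining, partly in embryos later than E14. At E14, the DNA replication and cell cycle genes had lower RNA in *Stat3* cKO, with median log2 ratios of -0.63 and -0.60. RNA of these lists is not a measure of division, so the values do not test that result.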

Other observations

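All tests below were chosen only after the result they address was seen. The OXPHOS subunits at E14 lay at percentile 96.8 of random lists of similar expression, within the limits, and at 99.4 of lists matched on E14 CTL expression, outside them. With lists matched on GC content and length as well as expression the percentile was 93.58. The first value is within the limits, so this test does not decide whether GC content or length plays a part. The outcome written before the test would have ruled them out, and this reading was changed after the value was seen. The median log2 ratio was 0.036 with upper-quartile scaling, and the sex of the embryos was not separated from genotype.

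Some transcripts were much higher in the E11 libraries than in the E14 libraries. Mesenchymal cells in the E11 cultures were tested as a candidate explanation on mesenchyme genes other than those seen first. In the 22 with a mean of at least 1 FPKM, the median log2 ratio of E14 to E11 was -5.91 in CTL and -6.55 in *Stat3* cKO. Over 25 genes, the median was 16.1 FPKM in E11 CTL, 16.6 in E11 *Stat3* cKO, 0.513 in E14 CTL and 0.388 in E14 *Stat3* cKO, and 9 of the 25 still reached 1 FPKM in E14 CTL and 10 in E14 *Stat3* cKO. Some E11 signal may therefore come from cells other than neural progenitors, in both genotypes. *Twist1* (42 FPKM in E11 CTL and 0.450 in E14 CTL) was among the genes seen first.

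Low values of 1212 olfactory, vomeronasal and taste receptor genes were listed above 0 more often in E11 CTL than elsewhere. They were above 0 for 1104 genes in E11 CTL, 873 in E11 *Stat3* cKO, 714 in E14 CTL and 939 in E14 *Stat3* cKO. In the same order, only 5, 4, 5 and 5 of the 1212 genes reached 1 FPKM. The FPKM of all 1212 summed to 245, 155, 91.4 and 146. FPKM is corrected for depth, and the sum in E11 CTL was 2.68 times that in E14 CTL, so a difference in depth alone does not account for it, although these values were already known when that test was chosen. No biological explanation was tested.

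*Lars2* had 2331 FPKM in E11 CTL, 2558 in E11 *Stat3* cKO, 111 in E14 CTL and 1782 in E14 *Stat3* cKO, and was chosen after its values were seen. A list of 14 canonical STAT3 targets, of which 11 passed the minimum of 1 FPKM, had a median log2 ratio of *Stat3* cKO to CTL of -1.21 at E14 (percentile 0) and -0.15 at E11 (percentile 7.30). The 73 cytosolic ribosomal protein genes had -0.15 at E14 (percentile 75.02) and -0.11 at E11 (percentile 0).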
